# X-Ray Causes mRNA Transcripts Change to Enhance Orai2-Mediated Ca^2+^ Influx in Rat Brain Microvascular Endothelial Cells

**DOI:** 10.3389/fmolb.2021.646730

**Published:** 2021-09-14

**Authors:** Fangfang Xu, Yang Wang, Huiwen Gao, Xinchen Zhang, Yu Hu, Tingting Han, Bing Shen, Lesha Zhang, Qibing Wu

**Keywords:** x-ray, high-throughput sequencing, brain microvascular endothelial cell, Orai2, store-operated calcium entry

## Abstract

**Background:** Radiation-induced brain injury is a serious and treatment-limiting complication of brain radiation therapy. Although endothelial cell dysfunction plays a critical role in the development of this pathogenesis, the underlying molecular mechanisms remain elusive.

**Methods:** Primary cultured rat brain microvascular endothelial cells (BMECs) were divided into five groups without or with exposure of x-rays delivered at 5 Gy or 20 Gy. For the irradiated groups, cells were continued to cultivate for 12 or 24 h after being irradiated. Then the mRNA libraries of each group were established and applied for next-generation sequencing. Gene ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analyses were conducted to analyze the sequencing results. Quantitative polymerase chain reaction, western blotting, cck8 assay and intracellular calcium concentration assays were conducted to analyze the role of Orai2-associated SOCE in x-ray induced cellular injury.

**Results:** In total, 3,005 transcripts in all the four x-ray–exposed groups of BMECs showed expression level changes compared with controls. With the dose of x-ray augment and the following cultured time extension, the numbers of differentially expressed genes (DEGs) increased significantly in BMECs. Venn diagrams identified 40 DEGs common to all four exposure groups. Functional pathway enrichment analyses indicated that those 40 DEGs were enriched in the calcium signaling pathway. Among those 40 DEGs, mRNA and protein expression levels of Orai2 were significantly upregulated for 24 h. Similarly, calcium influx via store-operated calcium entry, which is modulated by Orai2, was also significantly increased for 24 h in x-ray–exposed BMECs. Moreover, the change in SOCE was suppressed by btp-2, which is a non-selective inhibitor of Orai. Additionally, x-ray exposure induced a significant decrease of proliferation in BMECs in the dose- and time-dependent manner.

**Conclusion:** These findings provide evidence for molecular mechanisms underlying BMECs dysfunction in development of radiation-induced brain injury and suggest new approaches for therapeutic targets.

## Introduction

Brain radiotherapy is a critical and effective treatment for intracranial tumors (Balentova and Adamkov, 2015). It has also long been recognized as primary management of nasopharyngeal carcinoma (Lee et al., 2019; Sun et al., 2019). However, radiation-induced brain injury remains a major common and serious complication of this therapy, with the severity of the injury determined by the radiation dose, irradiated brain volume, and accompanying treatment (Andrews et al., 2017; Wang et al., 2018). Patients with brain injury often experience impairments in memory, attention, cognitive function, and language skills or even death (Burns et al., 2016; Wang et al., 2019a). Thus, it is of the utmost importance to understand brain injury induced by radiotherapy to improve its therapeutic effect.

Radiation has a profound and progressive effect on the neurons, glia, and vasculature of the brain, causing molecular, cellular, and functional changes (Balentova and Adamkov, 2015). However, the molecular mechanisms underlying radiation-induced brain injury are not fully understood. According to previous studies, radiation may directly damage brain parenchymal cells or provoke damage to the vascular system, leading to brain ischemia (Yang et al., 2017). Emerging evidence suggests that radiation damages the vascular system by inducing endothelial cell apoptosis, reducing vessel density and length, increasing vascular permeability and vascular endothelial growth factor expression, and disrupting the blood-brain barrier (Li et al., 2004; Brown et al., 2005; Jin et al., 2014). Although radiation-induced brain injury is influenced by numerous and complicated factors, endothelial cell dysfunction plays a primary role in its development (Balentova and Adamkov, 2015; Tripathi et al., 2019). Therefore, it is crucial to elucidate the mechanisms underlying endothelial cell dysfunction to aid in the prevention and treatment of radiation-induced brain injury.

Proteomics and transcriptomics analyses have been applied in the study of long-term radiation-induced vascular dysfunction (Azimzadeh et al., 2015). However, such data assessing the molecular mechanisms of radiation-induced vascular dysfunction are insufficient and incomplete. A recent study by our team analyzed x-ray–treated (20 Gy) brain microvascular endothelial cells (BMECs) with next-generation sequencing and found that this radiation causes 383 genes to be significantly differentially expressed in BMECs and that these genetic alterations are accompanied by functional changes in the calcium (Ca^2+^) signaling pathway (Wu et al., 2020). In the present study, we used next-generation sequencing to further investigate the effects of two delivered doses of ionizing radiation (5 and 20 Gy) and of time after the exposure on transcriptional expression changes in BMECs.

Because ionizing irradiation induces alterations in the Ca^2+^ signaling pathway in BMECs (Wu et al., 2020), it is necessary to determine the molecular mechanisms underlying the potential Ca^2+^ signaling pathway–induced brain injury. The most widely known pathway for entry of Ca^2+^ into cells is through store-operated Ca^2+^ entry (SOCE), and SOCE is modulated by STIM, a Ca^2+^ sensor located in the endoplasmic reticulum, and by proteins in the Orai family, which form highly selective Ca^2+^ channels (Moccia et al., 2019). Therefore, Orai proteins and the associated SOCE may be involved in radiation-induced brain injury. Veath et al. have provided evidence that Orai2 modulates the magnitude of SOCE by forming heteromeric channels (Vaeth et al., 2017).

Given the plausibility for the involvement of Orai proteins and SOCE in radiation-induced brain injury and the finding by (Vaeth et al., 2017), a primary goal of the present study was to test the hypothesis that the levels of *Orai2* expression and the magnitude of SOCE are increased in BMECs exposed to x-rays. We used high-throughput sequencing, real-time quantitative polymerase chain reaction (qPCR), and intracellular Ca^2+^ concentration ([Ca^2+^]_i_) assays to assess whether this molecular mechanism may be related to BMEC dysfunction and contribute to radiation-induced brain injury.

## Materials and Methods

### Primary Culture of BMECs

All animal experiments were conducted in compliance with the National Institutes of Health (publication No. 8523). The Animal Experimentation Ethics Committee of Anhui Medical University (No. LLSC 20200179) reviewed and approved the study protocol and handling of the animals. Total of six Sprague Dawley rats (littermates, aged 2–3 weeks and weighing 10–20 g, sex in half) were purchased from the Animal Center of Anhui Medical University. The rats had free access to food and water and were house in a room with a 12-h light/dark cycle. The temperature of the room was maintained at 22–25°C. Tissue attainment from the rats for the harvest of BMECs and the primary BMECs dispersion were conducted as previously described (Zhang et al., 2007). Briefly, a gas mixture containing 100% oxygen and 2% isoflurane with the volume speed of 0.2 L/ min was used to anesthetize rats. Then the rats were humanely killed by inhalation of excess carbon dioxide (CO_2_) and cleansed three times with 75% alcohol. All subsequent procedures were conducted under aseptic conditions. The brain and its cerebral hemispheres were removed and placed in a petri dish containing a sterile phosphate-buffered saline solution. The pia mater, surface blood vessels, and cerebral medulla were removed from the cerebral cortex. The harvested tissue was cut into pieces, homogenized into suspensions, and filtered through an 80 µm mesh screen. The resulting filtrate was then filtered through a 200 µm mesh screen. The oversize residue was collected and centrifuged at 1,000 rpm for 5 min at 4°C. The resulting precipitate was collected and digested with 0.2% type II collagenase (Sigma-Aldrich, St. Louis, MO, United States) in phosphate-buffered saline at 37°C for 30 min and then centrifuged at 1,000 rpm for 5 min at 4°C. Finally, the obtained precipitate was resuspended in Endothelial Cell Medium containing 20% fetal bovine serum, 1% endothelial cell growth supplement, and 1% penicillin/streptomycin solution. The growth of other types of cells and impurities was reduced through the differential adhesion method, and the cell culture medium was replaced 4 h later. Cells were incubated at 37°C in 5% CO_2_. The medium was replaced every 3 days.

### BMECs X-Ray Exposure

A CLINIC600C linear accelerator (Varian, United States) was used to irradiate BMECs, at a rate of 2.5 Gy/ min. Cells cultured to 60% confluence were irradiated with 5 Gy or 20 Gy. The x-ray source was 100 cm from the cells and had an irradiation range of 20 cm × 20 cm. The cells in the control group were not irradiated by x-rays, but received all other treatments that the x-ray–exposed group received. The primary cultured BMECs were divided into five groups: (1) unexposed controls; (2) 12 h after delivery of 5 Gy of radiation; (3) 24 h after delivery of 5 Gy of radiation; (4) 12 h after delivery of 20 Gy of radiation; and (5) 24 h after delivery of 20 Gy of radiation. All experiments were conducted with three biological replicates.

### RNA Preparation

RNA was extracted using a commercially available kit (Vazyme Biotech Co., Ltd, Nanjing, China). BMECs with or without radiation exposure were digested and resuspended in lysis buffer RL1. The cell suspension was transferred to a genomic DNA filter column and centrifuged at 13,000 × *g* for 2 min. The resulting supernatant was collected and buffer RL2 was added. The mixture was placed in an RNAPure column and centrifuged again. The precipitate was collected. Buffer RW1 and buffer RW2 were used to rinse the RNAPure columns. The columns were put into new RNase-free collection tubes. RNAase-free ddH_2_O (60 μL) was added to the central part of the columns. The columns remained at room temperature for 2 min to dissolve RNA, and were then centrifuged at 13,000 × *g* for 1 min to elute RNA. A spectrophotometer was used to determine the purity and concentration of the extracted RNA. The optical density ratio of 260–280 nm was between 1.8 and 2.2, which met experimental requirements. Then messenger RNAs extractions were performed using Poly A selection of Illumina TruSeq RNA sample preparation kit (Illumina, San Diego, CA, United States) to establish the RNA sample libraries. In specific, the total RNAs were undergone two rounds of purification using poly-T oligo-attached magnetic beads. During the second elution of the poly-A RNA, the RNA was also fragmented.

### High-Throughput Sequencing and Data Processing

The high-throughput sequencing platform Illumina HiSeq 2,500 was used to analyze the RNA samples. The sequencing length was 150 base pairs. All the quantity and quality of RNA sample came up to the standards of high-throughput sequencing. FastQC software (Patel and Jain, 2012) was used to assess sequence quality, and Trimmomatic software (version 0.3) Bolger et al. (2014) was used to filter adaptors and lower mass readings. The quality-approved sequences were mapped to the rat reference genome (National Center for Biotechnology Information [NCBI] genome assembly, version Rnor_6.0, the genome assembly download site is https://www.ncbi.nlm.nih.gov/genome/73?genome_assembly_id=203777) with HISAT2 (version 2.0.13) (Kim et al., 2015), converted to a binary BAM file through samtools (version 1.9) (Li, 2011), and assembled into single complete transcripts through StringTie (version 1.3.5) software (Pertea et al., 2015). The transcripts were then annotated according to the National Center for Biotechnology Information’s annotation file (.gtf) Rnor 6.0. To quantify the expression level of each transcript, we utilized the most commonly used method, that is, fragments per kilobase being presented as per million fragments mapped. By using the blood-brain barrier RNA sequencing (RNA-Seq) quantification software Kallisto (Bray et al., 2016), the number of known mRNA sequences was counted. Transcript expression levels of samples from each of the five groups were analyzed to compare differences between each two groups by using edgR package software (http://bioconductor.org/packages/2.4/bioc/html/edgeR.html) (Robinson et al., 2010). A negative binomial model was used to calculate the significance of the gene expression level changes among the groups.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Pathway Enrichment Analyses

The differentially expressed transcriptomes (with a 1.5-fold change cutoff) from each of the four x-ray–exposed groups were obtained, and those that were found in all four groups were further analyzed by GO and KEGG pathway enrichment analyses and gene expression pattern analyses (Ashburner et al., 2000; Kanehisa and Goto, 2000). The Metascape database was used to analyze and annotate enrichment of the functional pathways for the proteins encoded by DEGs. GO annotation was conducted with the Metascape online tool. GO annotation was used to describe the functions of the screened DGEs in the three GO domains: molecular function, biological process, and cellular component. KEGG pathway analysis of the DEGs was also carried out in the same database. Significantly upregulated or downregulated genes based on the obtained RNA-Seq data were regarded as DEGs, and a two-sided *p* < 0.05 was considered statistically significant.

### Gene Expression Pattern Analysis

The expression patterns of the DEGs found in all four x-ray–exposed groups were further revealed using R package TCseq (version 1.10.0) (Wang et al., 2019b), focusing on those characteristics that changed with time after irradiation. Euclidean distance was used as a measure of the distance between samples. The fuzzy c-means clustering algorithm was applied to cluster genes having the same expression pattern over time.

### qPCR Analysis

The RNA reverse transcription reaction system (20 μL) contained RNA (1 μg), 50 μM Oligo (dT)_18_ Primer (1 μL), 50 ng/ μL random hexamers (1 μL), HiScript Enzyme Mix (2 μL) (Vazyme Biotech Co., Ltd, Nanjing, China), 2 × Reaction Mix (10 μL), and sufficient diethyl pyrocarbonate–treated water to bring the total volume to 20 μL. The reaction was performed using the following conditions: 25°C for 5 min, 50°C for 15 min, and 85°C for 5 min. The qPCR reaction for the collected cDNA was conducted using the Roche LightCycler 480 II PCR instrument (Basel, Switzerland) according to the SYBR Green I Master method. A mixture containing 2 × AceQ qPCR SYBR Green Master Mix, forward primer, reverse primer, cDNA, and ddH_2_O was used in the amplification reaction. The reaction was carried out in three stages: (1) denaturation at 95°C for 5 min; (2) 40 cycles of 95ºC for 10 s and 60ºC for 30 s; and (3) dissociation at 95 °C for 15 s, 60 ºC for 60 s, and 95°C for 15 s. A melt curve was used to analyze each reaction product. To detect possible carryover or contamination, negative controls were conducted for every sample. The mRNA levels were normalized against β-actin*.* The primer sequences for β*-*actin were 5′-CCC​ATC​TAT​GAG​GGT​TAC​GC-3′ (forward) and 5′-TTT​AAT​GTC​ACG​CAC​GAT​TTC-3′ (reverse). The primer sequences for *Orai2* were 5′-ACC​TTG​TGA​TTG​GCA​GGG​TA-3′ (forward) and 5′-ACT​GCG​ATA​TCC​CAC​TGG​AG-3′ (reverse). Relative gene expression levels of the control and the x-ray–exposed groups were calculated according to the 2^−ΔΔCT^ method.

### [Ca^2+^]_i_ Assay

[Ca^2+^]_i_ was measured using Fluo-8 AM as previously described (Guo et al., 2020). Briefly, cells were seeded on a cell culture cover glass and incubated in culture medium containing Fluo-8 AM (6 μM) and 0.02% pluronic F-127 for 30 min. Then the cells were mounted in a Ca^2+^ imaging chamber containing a Ca^2+^-free physiological saline solution with 140 mM NaCl, 2 mM MgCl_2_, 5 mM KCl, 0.2 mM EGTA, 10 mM glucose, and 10 mM HEPES brought to pH 7.4 with HCl or NaOH. To deplete intracellular Ca^2+^ stores, we added 4 μM thapsigargin and incubated the cells for at least 10 min. We added CaCl_2_ to initiate Ca^2+^ influx. N-(4-[3,5-bis(trifluoromethyl)-1H-pyrazol-1-yl]phenyl)-4-methyl-1,2,3-thiadiazole-5-carboxamide (btp-2, HY-100831, MedChemExpress) was used to block Orai channel and added to the solution. For analysis, the ratio of the real-time fluorescence intensity relative to the baseline fluorescence intensity (F_1_/F_0_) was used to represent the magnitude of the Ca^2+^ influx.

### Western Blotting

Equal amounts of protein were electrophoresed on 10% SDS-PAGE gels and transferred to PVDF membranes for immunoblotting. The membranes were blocked with a 5% non-fat milk dilution in TBST for 1 hour at RT and incubated with dilutions of primary antibody, which is Orai2 (20592-1-AP, Protein tech, dilution ratio of 1:1,000) or GAPDH (AF7021, Affinity, dilution ratio of 1:1,000) kept overnight at 4°C. After incubation with HRP-conjugated goat anti-rabbit IgG (E-AB-1003, Elabscience, dilution ratio of 1:5,000), chemiluminescence detection was performed by using the ECL plus Western blotting detection reagent (GE Health, Little Chalfont, United Kingdom), and immunoblots were quantified by densitometry using a chemiluminescence gel imaging analysis system (P and Q, Shanghai, China).

### BMECs Proliferation Assay

To detect the effect of x-ray on BMECs survival, the cell proliferation assay was performed as the manufactur’s instructions. The cells were coated on 96-well plates and irradiated with 5 Gy or 20 Gy. Then the cells were continue to cultivate for 12 or 24 h. The cells in the control group were not irradiated by x-ray. After that, cells were cultured with 10 μL cell counting kit-8 solution for 2 h at 37°C. To examine the optical density value, a microplate reader was used.

### Statistical Analysis

All data are presented as mean ± SEM. One-way analysis of variance, or *t* tests when only two groups were compared, was used to assess the data. Two-sided *p* values < 0.05 were considered statistically significant. GraphPad PRISM software version 8.3.0.538 (GraphPad Software, San Diego, CA, United States) was used for statistical analysis and for graphing.

## Results

### Quality of High-Throughput Sequencing

Five groups of cultured rat primary BMECs were sequenced. 

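The messenger RNA of cells described as primary BMECs, cultured from the small vessels of the rat brain, was selected by its poly-A tail and sequenced. In the control group, marker genes of endothelial cells were low (median FPKM 0.191 over 13 genes). Those of fibroblasts were high (median FPKM 201 over 10 genes). A total of 15 libraries were analysed, 3 biological replicates in each of 5 groups. One group held unexposed control cells, and the other 4 groups held cells collected 12 h or 24 h after a delivered x-ray dose of 5 Gy or 20 Gy. The control cells are labelled as cultured for 12 h, and the paper plots them at 0 h. An unexposed culture of 24 h was not analysed here, so in the 24 h groups the time after exposure cannot be told apart from the time in culture. The authors mapped the reads to the rat genome Rnor_6.0 with HISAT2, assembled transcripts with StringTie, and gave the expression of each transcript as FPKM, which is divided by the length of the transcript and the size of the library. The table held 85322 transcripts, of which 41064 were annotated and 44258 were assembled from the reads without a name, and 15555 were listed at 0 in every library.
The depth of each library was read from the low FPKM values. On short transcripts with a single exon, these values were multiplied by the transcript length. In each library, 91.2% to 95.3% of them were whole multiples of one step, compared with a median over other steps of at most 9.80%. The step gave 6.23 to 6.73 gigabases of aligned sequence per library in the control group (median 6.43). At 12 h, the libraries held 6.50 to 6.80 gigabases after 5 Gy (median 6.63) and 6.46 to 6.74 gigabases after 20 Gy (median 6.67). At 24 h, they held 5.44 to 6.82 gigabases after 5 Gy (median 6.58) and 6.51 to 7.49 gigabases after 20 Gy (median 7.49).
Because FPKM values are not counts, a count model was not used. Log2(FPKM + 1) values, the scale of Figure 1, were tested with limma in a single linear model over the 5 groups. The model covered the 41932 transcripts with a mean FPKM of at least 0.5, and a transcript was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 1.5 in either direction, the thresholds in the legend of Figure 2. For genes, the FPKM of all transcripts of a gene were summed first, which left 17895 genes in the test. On the log2(FPKM + 1) scale, the change of a transcript with a low FPKM is understated. Single genes were also compared with a two-sided exact permutation test, whose smallest p for 3 libraries against 3 is 0.1. By chance, 10% of genes have 3 libraries that all lie above or all below 3 others.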

The raw data were trimmed and filtered using Trimmomatic software and evaluated *via* FastQC. All the raw data and differently expressed gene transcripts information are accessible via GEO accession numbers series GSE166073. GSE166073 study can be viewed at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE166073. The median score of the reads was greater than 30, indicating that the quality of all samples was good (Supplementary Figure S1A).

The sequences that passed the quality check were further mapped and quantified via HISAT2 and StringTie software, using the rat reference genome and its annotation file in the Ensembl database (Cunningham et al., 2019). Each treatment group had three biological replicates. The mapping ratios of samples were above 90% in each group, indicating that the reference genome was suitable and that the sequencing samples were not contaminated (Supplementary Figures S1B–E).

To further evaluate the sequenced samples and to assess experimental reliability, we conducted correlation and principal component analyses of mRNA expression levels. 

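Pearson correlations of log2(FPKM + 1) across all transcripts were computed between every pair of libraries. Between replicates, r was 0.872 to 0.875 in the control group. It was 0.871 to 0.876 12 h after 5 Gy and 0.870 to 0.877 12 h after 20 Gy. At 24 h, r between replicates was 0.857 to 0.862 after 5 Gy and 0.847 to 0.856 after 20 Gy. Pairs of libraries from different groups ranged from 0.762 to 0.877. The libraries of the 2 doses at 12 h correlated with each other at 0.860 to 0.877, which overlaps the range between replicates. Control libraries and 24 h libraries correlated at 0.762 to 0.790, below every pair of replicates. When the transcripts with a mean FPKM below 0.5 were left out, the lowest correlation between replicates was 0.791. The correlations are across transcripts, which are not independent replicates.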

Correlations were relatively high between the different biological replicates in each group (Supplementary Figures S2A–D). The results from the principal component analysis indicated clear heterogeneity in the RNA-Seq data between the irradiated cells and cells in the control group (Supplementary Figures S2E–H). 

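In a principal component analysis of log2(FPKM + 1) over the 15 libraries together, the first component carried 26.3% of the variance and the second 8.41%. On the first component, the 24 h libraries lay at -121 to -99.6, the 12 h libraries at 62.2 to 71.7, and the control libraries at 80.1 to 82.3. On the second component, the control libraries lay at 78.8 to 97.8 and the 12 h libraries at -62.0 to -34.8, with the 24 h libraries between them at -15.6 to 14.1. The libraries of the 2 doses at 12 h overlapped on both components. The third component (6.72%) separated the doses at 24 h, with 53.2 to 82.3 after 5 Gy and -79.1 to -46.6 after 20 Gy.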

Taken together, these results showed the sequencing data were reliable and of high quality.

### Identification of DEGs in BMECs

Log_2_-transformed (FPKM + 1) values were used to evaluate the overall transcription expression levels in each group. No significant differences in overall expression levels were found between the control and treated groups (Figures 1A–D). 

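The median log2(FPKM + 1) over all transcripts of a library was used as its overall expression level. It averaged 0.189 ± 0.00889 (SD, n = 3) in the control group. The average was 0.183 ± 0.00203 12 h and 0.224 ± 0.0113 24 h after 5 Gy. After 20 Gy, it was 0.189 ± 0.0102 at 12 h and 0.210 ± 0.0162 at 24 h. Against the control group, the exact permutation p (two-sided) for 5 Gy was 0.3 at 12 h and 0.1 at 24 h, where all 3 exposed libraries lay above the controls. For 20 Gy, the exact p was 0.8 at 12 h and 0.2 at 24 h. No comparison of 3 libraries with 3 can pass 0.05 in this test. Over transcripts with a mean FPKM of at least 0.5 only, the difference 24 h after 5 Gy was 0.08 in place of 0.04.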

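At 12 h after 5 Gy, 1814 of the 41932 transcripts tested with limma passed the threshold, 874 with higher and 940 with lower FPKM than in the control group. At 24 h after this dose, 10086 transcripts passed, 5069 higher and 5017 lower. Among the settings fixed in advance, the choice of threshold moved the 12 h count the most, to 4985 transcripts when the p-value was not adjusted. Among these, the 24 h count moved the most with a fold change of at least 2, to 6600 transcripts. With the FPKM summed per gene, 7395 genes passed at 24 h. The division into higher and lower depended on the scaling. With each library rescaled to the same sum, 969 transcripts were higher and 790 lower at 12 h, and 6020 and 4515 at 24 h.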

The heat map of the cluster analysis (Figures 1E–H) indicated that compared with the control group, 12 h after exposure to a delivered x-ray dose of 5 Gy, the expression levels of 428 transcripts were significantly upregulated, whereas those of 301 transcripts were significantly downregulated; 24 h after exposure to the same dose, 375 transcripts were significantly upregulated, whereas 260 transcripts were significantly downregulated. 

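After 20 Gy, 1551 transcripts differed from the control group at 12 h, 807 of them higher and 744 lower. The third 12 h library weighed on this count, which was 994 without it. At 24 h, 10149 transcripts differed, 4456 higher and 5693 lower, and the corresponding count over genes was 7219. Calls on single transcripts may depend on how reads were divided between overlapping transcripts. This cannot be told apart here from a change in transcript use. Of the transcripts called 24 h after 20 Gy, 9494 belonged to a gene in the test and 6886 of these to a gene with more than 1 transcript. The summed FPKM of the gene changed by less than 1.5 times for 2010 of them and went past 1.5 times in the other direction for 195, together 32.0% of the calls in genes with several transcripts. The median log2 fold change of all genes 24 h after 20 Gy was -0.14, and it was -0.05 after quantile normalization.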

In groups treated with a delivered x-ray dose of 20 Gy, 12 h after exposure, the expression levels of 452 transcripts were significantly upregulated and 215 transcripts were significantly downregulated; 24 h after exposure to this same dose, 1,052 transcripts were significantly upregulated and 1,102 transcripts were significantly downregulated. These findings indicated that the number of differentially expressed transcripts 24 h after 20 Gy was substantially higher than that 12 h after the exposure, suggesting that the change in transcript levels was time dependent. In addition, irradiation caused more DEGs 24 h after exposure to the higher dose (20 Gy) than after exposure to the lower dose (5 Gy). 

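The groups of one dose were also compared with each other. Between 12 h and 24 h after 20 Gy, 8545 transcripts changed in the limma model, 3636 rising and 4909 falling. Between 12 h and 24 h after 5 Gy, 8315 transcripts changed, 4050 rising and 4265 falling. Across transcripts, the changes from 12 h to 24 h at the 2 doses correlated with r = 0.592. The numbers of calls rose from 12 h to 24 h at both doses. From the larger number of transcripts called 24 h after 20 Gy than 12 h after it, the paper proposes that the change in transcript levels depended on time.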

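Compared directly, 462 transcripts differed between 20 Gy and 5 Gy at 24 h, 227 higher and 235 lower after the higher dose. In the fit of only the libraries of these groups, 93 transcripts differed. At 12 h, 14 transcripts differed between the doses, 6 higher and 8 lower after 20 Gy, and leaving out any 1 of the 6 libraries raised this count to between 23 and 51. The change from 12 h to 24 h itself differed between the doses for 119 transcripts (interaction term, adjusted p below 0.05). This number was 231 without the third library of the 24 h group exposed to 20 Gy. When the doses were regrouped within each time, a test chosen after the results were seen, 8 of 100 regroupings gave at least 119 transcripts, the real one included.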

Volcano maps of the DEGs are shown in Figures 2A–D. To explore potential factors that similarly affected the development of the x-ray exposure–induced changes in transcript expression levels in BMECs, we used Venn diagrams to find 40 DEGs (Table 1) at the intersection of all four exposure groups (Figure 2E).

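In the limma model, 694 transcripts passed the threshold in all 4 comparisons with the control group. Of these, 218 were higher and 428 lower in all 4 exposed groups, and 48 changed direction between groups. The 4 comparisons share the same 3 control libraries. In 20 simulations of unchanged groups against shared controls, no transcript was called in all 4 comparisons, and the log2 fold changes of different comparisons still correlated at 0.50. The observed correlations were 0.66 between the doses at 12 h, 0.80 between the doses at 24 h, 0.43 between the times at 5 Gy and 0.41 between the times at 20 Gy.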

**FIGURE 1:**
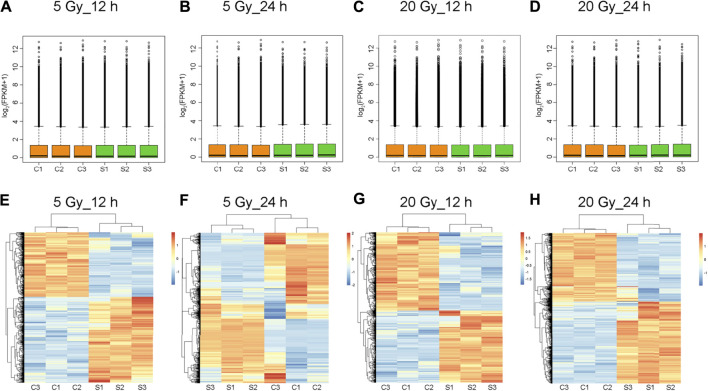
Total expression levels and cluster analysis of transcripts. **(A–D)** Overall transcript expression levels. C1, C2, and C3 represent control groups; S1, S2, and S3, x-ray–treated groups; FPKM, fragments per kilobase of exon model per million reads mapped. **(E–H)** Transcripts differentially expressed in brain microvascular endothelial cells exposed to the indicated x-ray dose compared with unexposed control cells; 12 h or 24 h is the time after x-ray exposure. Clustered heatmaps show combinations of transcripts with similar natures. Red indicates high expression level; blue, low expression. Log_2_ (FPKM + 1) values are scaled to different color depths.

**FIGURE 2:**
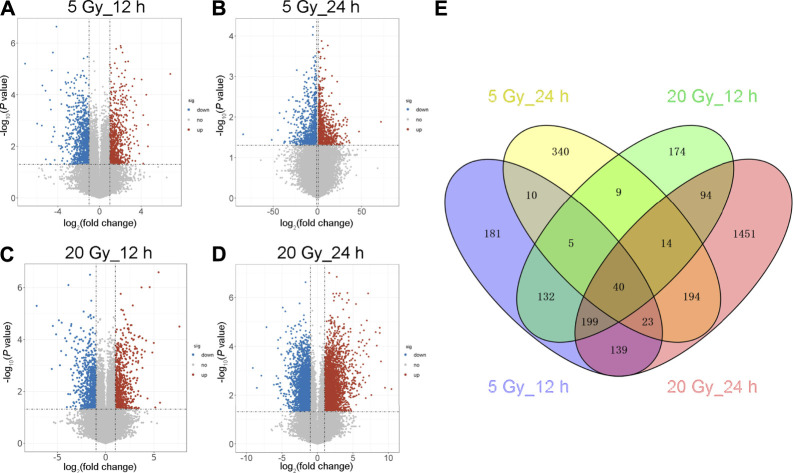
Volcano map and Venn diagram of differentially expressed genes (DEGs). **(A–D)** Volcano maps showing an overview of the differentially expressed transcripts (DEG cut points: corrected-*P* < 0.05 and absolute fold change ≥1.5) at the indicated x-ray dose (5 or 20 Gy) and time after exposure (12 or 24 h). Red dots represent significantly upregulated genes; blue dots, downregulated genes; gray dots, no significant change. **(E)** Venn diagram of the DEGs in the four irradiated groups. Blue shows 729 DEGs 12 h after 5 Gy; yellow, 635 DEGs 24 h after 5 Gy; green, 667 DEGs 12 h after 20 Gy; and red, 2,154 DEGs 24 h after 20 Gy. The intersection of the four groups has 40 DEGs.

**TABLE 1:** Genes differentially expressed 12 and 24 h after x-ray exposure at doses of 5 and 20 Gy.

Gene name	Change	LogFC	*p* value
Ackr3	Upregulated	6.203854559	0.000120781
Aco2	Downregulated	0.366240402	0.001613528
Atp5pb	Downregulated	0.206566583	0.000110568
Bok	Downregulated	0.216086045	0.00430135
Calhm2	Upregulated	3.26635887	0.001206699
Ccdc117	Upregulated	16.05550716	0.000244579
Cebpd	Upregulated	2.193910563	0.011560722
Cyp2tl	Upregulated	2.839685804	0.035420269
Edn1	Upregulated	4.905550261	0.00000136
Egr2	Downregulated	0.181397059	0.000138533
Fas	Upregulated	6.10357644	0.000733553
Fos	Upregulated	14.47359244	0.000127806
Fzd7	Downregulated	0.02102981	0.000120406
Gdf15	Upregulated	32.35417257	0.000219431
Gdf6	Upregulated	7.364723843	0.000167684
Glrx3	Upregulated	2.390675075	0.000196573
Hint3	Upregulated	2.122373556	0.006211606
Hmox1	Upregulated	1.504562445	0.011803039
Kin	Upregulated	4.389965863	0.002010168
Klhl20	Upregulated	2.257815018	0.000152707
Lbh	Downregulated	0.13193082	0.0000252
Loc100912596	Upregulated	2.492649418	0.00193393
Lpl	Upregulated	4.092268918	0.000515649
Nr4al	Upregulated	18.07997089	0.001853707
Orai2	Upregulated	1.553667583	0.000913827
Pla2g16	Upregulated	1.660999051	0.019479562
Plk2	Upregulated	17.28180325	0.000104277
Psrc1	Upregulated	4.870876469	0.00805346
Puf60	Upregulated	2.290998899	0.034400671
Rab40c	Upregulated	6.213806244	0.003746853
Rac1	Downregulated	0.443506726	0.022679775
Rf00026	Downregulated	0.225225294	0.002679001
Rf00560	Downregulated	0.053448024	0.0000776
Sgk1	Downregulated	0.097961367	0.000252705
Svop	Upregulated	8.969642419	0.000216928
Tap1	Upregulated	5.102567172	0.010440122
Tfap2b	Upregulated	3.665482423	0.020941534
Tp53inpl	Upregulated	10.77674832	0.000839782
Zfp217	Upregulated	7.33061828	0.0000554
Zfp263	Up-regulated	6.579398825	1.44E-07

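Of the 40 names in Table 1, 38 were analysed as genes. The other 2, RF00026 and RF00560, each stand for an RNA family with many copies in the genome (919 and 674 loci) and were left out of the counts by gene sums. By the sum of FPKM over its transcripts, a gene counted as called at the limma threshold used for transcripts. Against the control group, 30 of the 38 genes were called 12 h after 5 Gy, 31 at 24 h after 5 Gy, 28 at 12 h after 20 Gy and 33 at 24 h after 20 Gy. In all 4 comparisons together, 27 genes were called, and 28 when the p-values were adjusted over the list alone. The paper drew the list from these same libraries, so the adjustment over the list is not independent evidence. With each library left out in turn, 8 genes lost at least 1 of their calls. Of the 27 genes, 23 changed in one direction throughout. Fos, Nr4a1 and Hmox1 were lower than in the control group at 12 h and higher at 24 h, and Lbh was higher at 12 h and lower at 24 h. By single transcripts, 32 genes had a transcript called in each of the 4 comparisons.
Among these genes, the largest change 24 h after 20 Gy was that of Gdf15, on chromosome 16 from 20555395 to 20557978. Its FPKM was 1.43 ± 0.337 (SD, n = 3) in the control group and 85.2 ± 13.8 (n = 3) 24 h after 20 Gy, a log2 fold change of 5.15 (standard error 0.14, limma adjusted p = 6.5e-11). For Atp5pb, Cyp2t1, Hint3 and Puf60, the summed FPKM was not called in any of the 4 comparisons. Hint3 has 2 annotated transcripts, of which one changed by a log2 value of 0.94 and the other by -2.83 24 h after 20 Gy, while the sum changed by 0.10. The sum of Puf60 changed by 0.02.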

Note: LogFC represents the log of the fold change in the DEGs 24 h after exposure to x-rays at a dose of 20 Gy.

### Functional and KEGG Pathway Enrichment Analysis of DEGs

GO functional annotation of these 40 DEGs was performed using the Metascape online tool, and the molecular functions, biological processes, and cellular components enriched for these genes were assessed. The resulting enriched GO terms are shown in Figure 3. KEGG pathway analysis was conducted using the Metascape online tool, and the top 20 enriched pathways are given in Figure 4.

**FIGURE 3:**
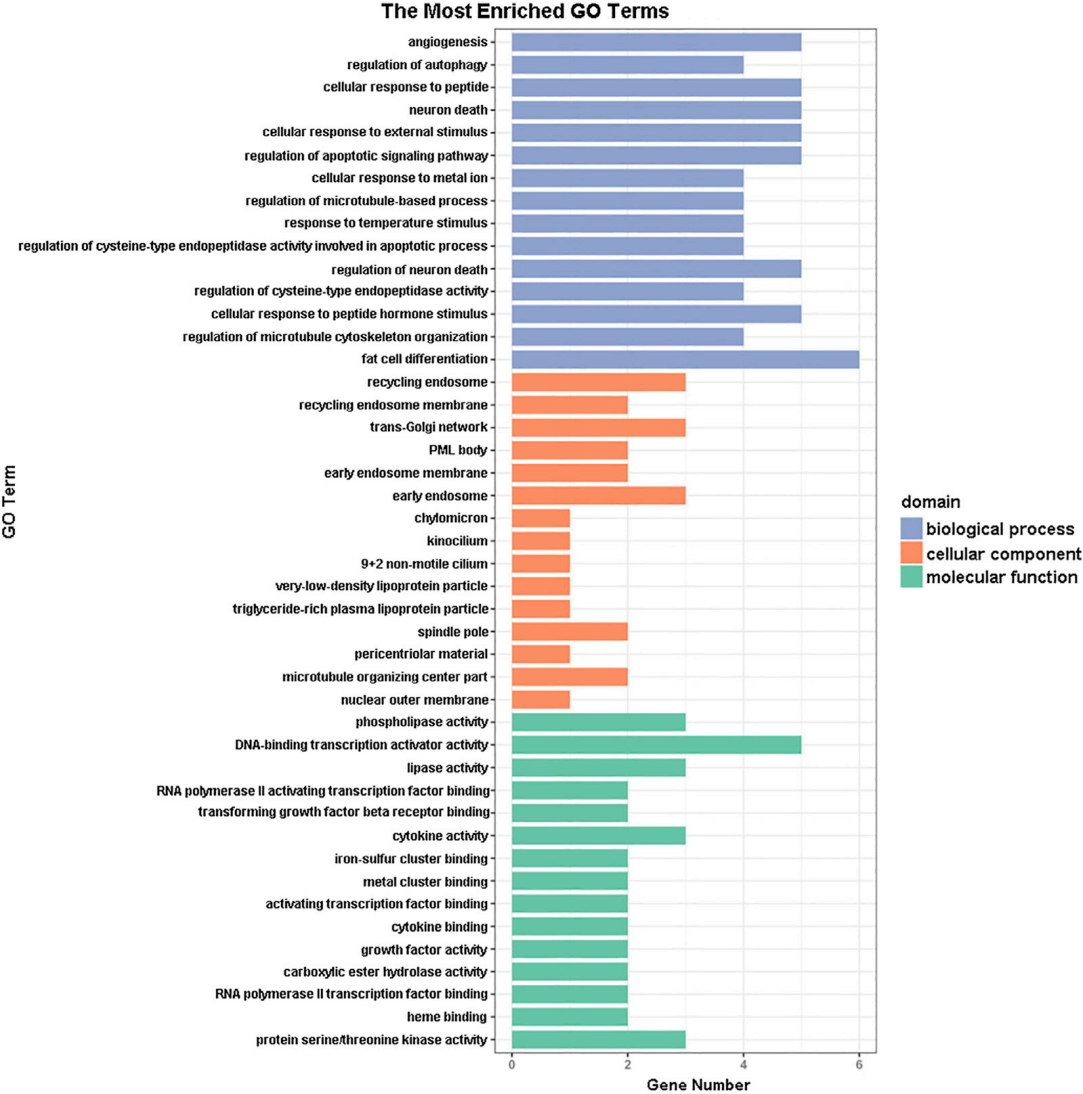
Gene ontology (GO) enrichment analysis results. The 15 most enriched GO terms in each of the three GO domains (molecular function, biological process, and cellular component) for the differentially expressed genes.

**FIGURE 4:**
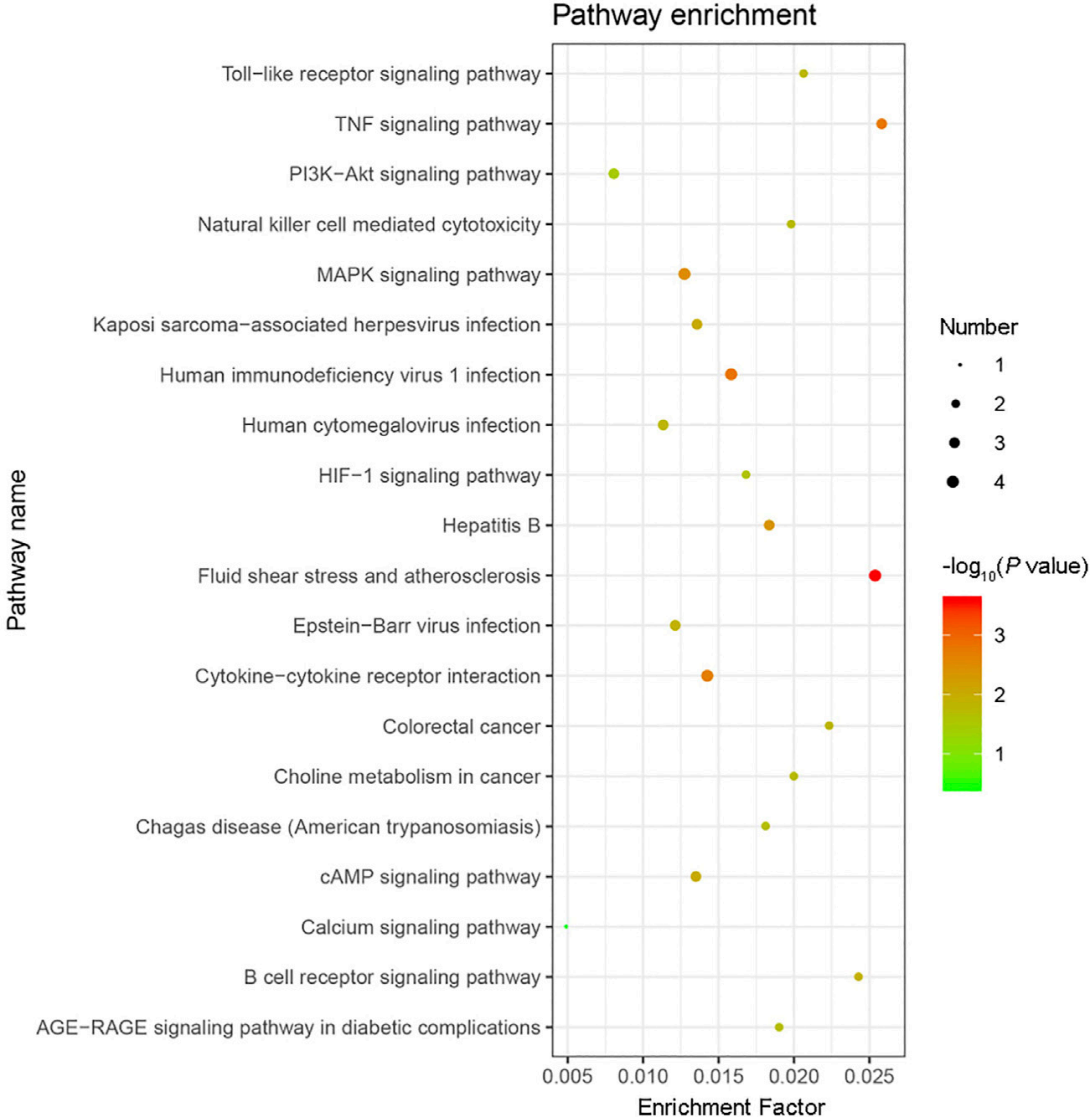
KEGG pathway enrichment analysis results. The top 20 KEGG pathways enriched with the 40 differentially expressed genes (DEGs) were analyzed by Metascape. The size of the circle indicates the number of DEGs enriched in the indicated pathway. Colors indicate P values as −log_10_(*P*), with red representing higher values, and green lower values (all P values are less than 0.05).

### Expression Pattern of DEGs

The changes in the expression levels of the 40 DEGs with exposure time were created using TCseq software and are presented in Figures 5A,B. Six patterns were observed based on the change in expression levels from 1 to 12 h after x-ray exposure and from 13 to 24 h after exposure. Cluster one showed a pattern of continuous upregulation in transcript expression through 24 h, but the change in the slope of the upregulation during the second 12 h was shallower than that during the first 12 h. Cluster two also showed a pattern of continuous upregulation, but the change in the slope of the upregulation during the second 12 h was steeper than that during the first 12 h. Cluster three showed a slight downregulation in transcript expression during the first 12 h but a steep upregulated slope during the second 12 h. Cluster four showed a steep downregulation during the first 12 h but a stable or only slight downregulation in the second 12 h. Cluster five showed continuous transcript downregulation but the slope of the change during the second 12 h was steeper than that during the first 12 h. Cluster six showed a steep upregulation in transcript levels in the first 12 h followed by a steep downregulation in the second 12 h. 

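The mean log2(FPKM + 1) of each group gave the change of a gene from the control group to 12 h and from 12 h to 24 h, and the signs and relative sizes of both changes were set against a rule for each of the 6 patterns. The rule was looser than the paper's wording for pattern 3, where any fall smaller than the later rise counted, and for pattern 4, where the later change could go in either direction if it was smaller than the first fall. At 5 Gy, the changes of 25 of 38 genes matched the rule for the pattern that Table 2 gives them. Among these, Fzd7 and Bok of pattern 4 changed by 0.63 and -0.75 from 12 h to 24 h. At 20 Gy, 10 of 38 genes matched. On the FPKM scale in place of log2, 29 genes matched at 5 Gy and 19 at 20 Gy. All 9 genes assigned to pattern 1 at 20 Gy and all 12 genes assigned to pattern 2 were higher at 24 h than in the control group, but for 2 of the 12 only was the second change the larger one. All 8 genes assigned to pattern 5 at 20 Gy, among them Fos and Ackr3, were higher at 24 h than in the control group. The 2 genes of pattern 3, Lbh and Rac1, and the 2 of pattern 6, Bok and Sgk1, were lower. At 5 Gy, all 13 genes of pattern 2 were higher and all 6 genes of pattern 4 lower at 24 h. Fos at 5 Gy fell from an FPKM of 10.2 ± 1.04 (SD, n = 3) in the control group to 1.65 ± 0.795 (n = 3) at 12 h and rose to 137 ± 2.98 (n = 3) at 24 h. No test was made on the patterns themselves.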

The expression pattern of each of the 40 DEGs over 24 h following x-ray exposure is given by delivered radiation dose in Table 2.

**FIGURE 5:**
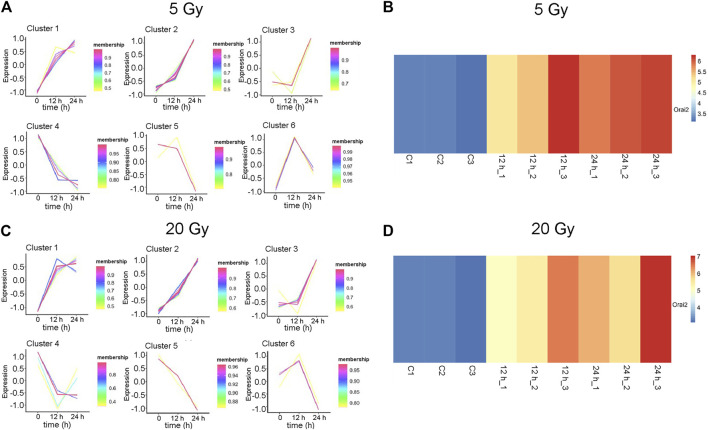
Expression patterns of 40 differentially expressed genes (DEGs). **(A–B)** Six gene expression pattern diagrams were drawn based on the expression levels of 40 DEGs 12 and 24 h after brain microvascular endothelial cells were irradiated with a delivered x-ray dose of **(A)** 5 Gy or **(B)** 20 Gy. **(C–D)** Overview of Orai2 expression profiles are shown as heatmaps for the respective control cells and 12 and 24 h after cells were exposed to 5 Gy **(C)** or 20 Gy **(D)**. Three biological replicates were used in each group. Blue and red indicate low and high expression, respectively.

**TABLE 2:** Differentially expressed gene level patterns over time in brain microvascular endothelial cells, by x-ray exposure dose.

Cluster pattern	Gene name	
	X-ray dose	
	**5 Gy**	**20 Gy**
1	*Orai2, Svop, Psrc1, Klhl20, Hint3, Glrx3, Gdf6, Edn1, Cyp2t1, Cebpd*	*Svop*, *Puf60*, *Pla2g16*, *Orai2*, *Klhl20*, *Hint3*, *Glrx3*, *Gdf6*, *Cebpd*
2	*Zfp263*, *Zfp217*, *Tp53inp1*, *Tap1*, *Rab40c*, *Plk2*, *Lpl*, *Loc100912596*, *Kin*, *Gdf15*, *Fas*, *Calhm2*, *Ackr3*	*Zfp263*, *Tp53inp1*, *Tap1*, *Rab40c*, *Psrc1*, *Loc100912596*, *Kin*, *Gdf15*, *Fas*, *Edn1*, *Cyp2t1*, *Calhm2*
3	*Nr4a1, Hmox1, Ccdc117, Fos*	*Rf00026*, *Rac1*, *Lbh*
4	*Tfap2b*, *Sgk1*, *Rf00560*, *Rac1*, *Fzd7*, *Egr2*, *Bok*	*Tfap2b*, *Fzd7*, *Egr2*, *Atp5pb*, *Aco2*
5	*Rf00026*, *Lbh*, *Aco2*	*Zfp217*, *Plk2*, *Nr4a1*, *Lpl*, *Hmox1*, *Fos*, *Ccdc117*, *Ackr3*
6	*Puf60*, *Pla2g16*, *Atp5pb*	*Sgk1*, *Rf00560*, *Bok*

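The files list a single Orai2 transcript, ENSRNOT00000001938, on the forward strand of chromosome 12 from 23544287 to 23564569 in Rnor_6.0, with 3 exons and 4210 bases. Its FPKM was 3.27 ± 0.115 (SD, n = 3) in the control group. After 5 Gy, it was 5.58 ± 0.651 (n = 3) at 12 h and 5.97 ± 0.163 (n = 3) at 24 h. After 20 Gy, it was 5.64 ± 0.706 (n = 3) at 12 h and 6.27 ± 0.705 (n = 3) at 24 h. Against the control group, the log2 fold change was 0.62 at 12 h (limma adjusted p = 0.00136) and 0.71 at 24 h (limma adjusted p = 7.7e-05) after 5 Gy. After 20 Gy, it was 0.63 at 12 h (limma adjusted p = 0.00143) and 0.76 at 24 h (limma adjusted p = 4.3e-05). The standard error was 0.105 in each comparison. All exposed libraries lay above all control libraries, with an exact permutation p of 0.1 in each comparison of 3 libraries with 3. On the log2(FPKM + 1) scale, which understates a change at a low FPKM such as that of Orai2, the fold change at 12 h stood close to the limit of 1.5. Without the third 12 h library it was 0.54 on the log2 scale after 5 Gy and 0.55 after 20 Gy, below that limit. Rescaling each library to the same sum moved the log2 fold change 24 h after 5 Gy to 0.92, the largest shift among the settings fixed in advance. The rescaling also makes the added 1 weigh less, so this shift does not show the effect of scaling alone.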

The expression of *Orai2* appeared in Cluster pattern one for both radiation doses, indicating that expression levels of *Orai2* continued to increase for 24 h after exposure (Figures 5A,B; Table 2). 

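Between 12 h and 24 h, the log2 change of Orai2 was 0.09 at 5 Gy (limma adjusted p = 0.51) and 0.13 at 20 Gy (limma adjusted p = 0.31), and the libraries of both times overlapped (exact permutation p = 0.4 at each dose). Over the 9 libraries of a dose with the control group at 0 h, the slope of log2(FPKM + 1) was 0.0295 per hour at 5 Gy and 0.0318 per hour at 20 Gy. A two-sided exact permutation test of the slope over all arrangements of the libraries gave p = 0.00476 at each dose. The Spearman correlation with time was 0.791 at 5 Gy (exact permutation p = 0.0214) and 0.843 at 20 Gy (exact permutation p = 0.00952). The slope holds the step from the control group to 12 h as well as the later one. From the assignment of Orai2 to pattern 1 at both doses, the paper reasons that its expression continued to increase for 24 h.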

The heat map analysis also showed that expression levels of *Orai2* increased in a time-dependent manner after irradiation (Figures 5C,D). Given that Orai proteins form Ca^2+^ release-activated Ca^2+^ channels and mainly regulate Ca^2+^ influx and the Ca^2+^signaling pathway via SOCE (Moccia et al., 2019), we hypothesized that x-ray exposure would increase *Orai2*-associated SOCE in BMECs over time.

### The Effect of X-Ray Treatment on Orai2-Associated SOCE in BMECs

To test this hypothesis, BMECs mounted on cell culture cover glass were irradiated with delivered doses of 5 Gy or 20 Gy and cultured for 12 h or 24 h. The [Ca^2+^]_i_ was then determined. Compared with the control group, the magnitude of the Ca^2+^ influx into irradiated cells was significantly higher after the Ca^2+^stores were depleted (Figures 6A–D). Meanwhile, the magnitude of the Ca^2+^ influx through SOCE was significantly higher in cells cultured for 24 h vs. those cultured for 12 h after being irradiated with either 5 Gy or 20 Gy. Thus, SOCE appeared to be enhanced in x-ray–exposed BMECs in a time-dependent manner. Moreover, to elucidate the correlation between Orai and Ca^2+^ level in x-ray induced BMECs injury, btp-2 was used to non-selectively inhibit Orai. From Figures 6E–H, btp-2 significantly suppressed the increase of SOCE induced by x-ray exposure in BMECs. When compared with the CTL group, which presents calcium influx immediately increased after 1 mM Ca^2+^ was added, when 10 µM btp-2 was added to a Ca^2+^-free bath solution, enhancement of SOCE was blocked whether the BMECs were undergone either 5 Gy or 20 Gy of x-ray exposure. Overall, the above results present that *Orai*2-associated SOCE involves in the changing induced by irradiation in BMECs.

**FIGURE 6:**
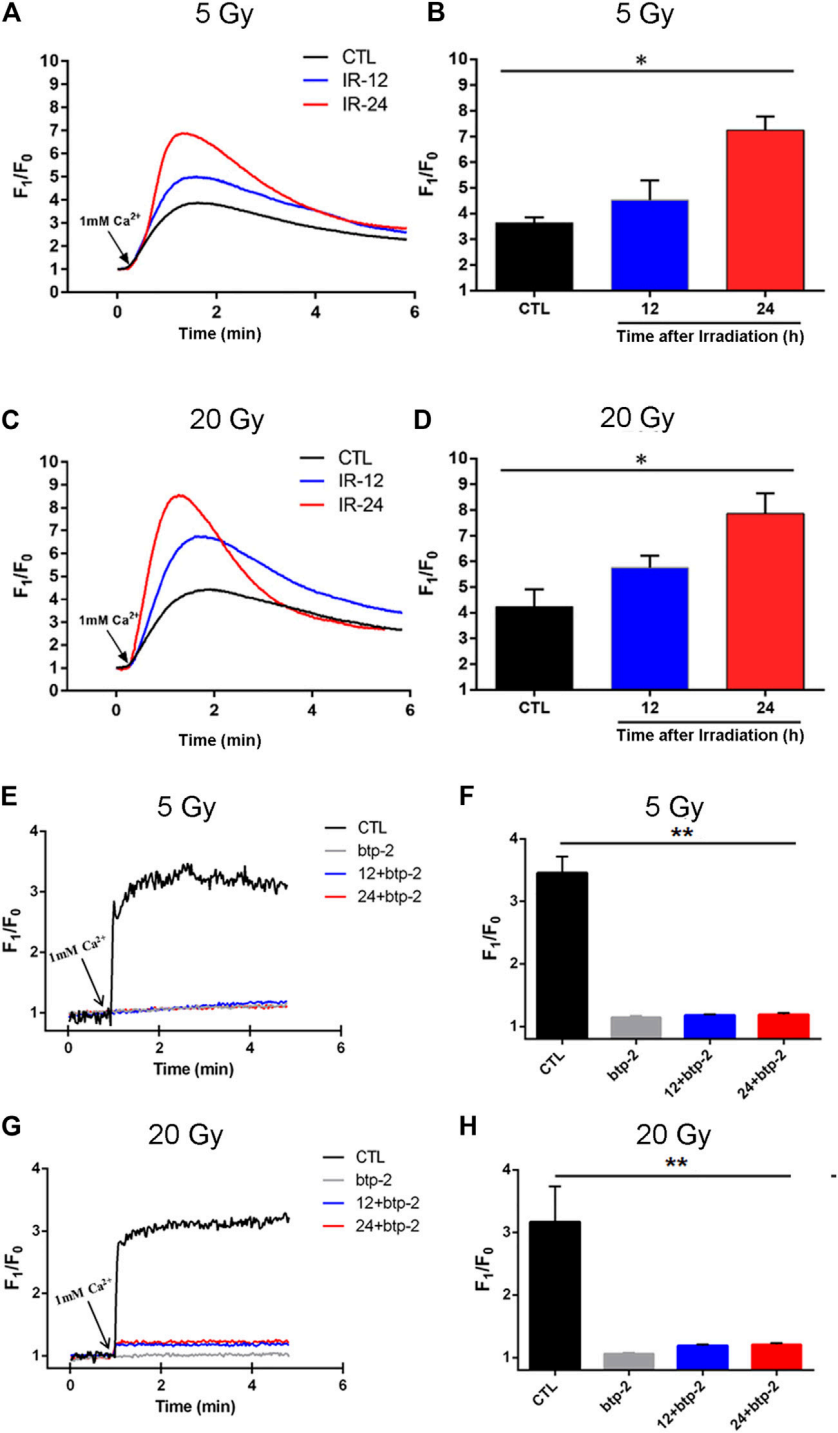
Effect of x-ray exposure on Orai2*-*associated store-operated Ca^2+^ entry (SOCE) in brain microvascular endothelial cells (BMECs). **(A–D)** Changes in the magnitude of Ca^2+^ entry via SOCE in the BMECs. Representative traces **(A, C)** and summary data **(B, D)** showing SOCE evoked by the addition of thapsigargin (2 µM) in BMECs 12 h (IR-12) or 24 h (IR-24) after the delivery of 5 Gy **(A, B)** or 20 Gy (C, D) of ionizing radiation or not (CTL). SOCE was achieved by re-introducing 1 mM Ca^2+^ to a Ca^2+^-free bath solution. F_1_/F_0_ represents the magnitude of the Ca^2+^ influx. **(E–H)** Orai blocking inhibited the enhancement of store-operated Ca^2+^ entry (SOCE) induced by x-ray exposure in BMECs. Representative traces **(E, G)** and summary data **(F, H)** showing thapsigargin-evoked SOCE in BMECs. 10 µM btp-2 was added to a Ca^2+^ -free bath solution. Data are shown as the mean ± SEM (*n* = 6). *p < 0.05, **p < 0.01 *vs.* the control group.

### X-ray Exposure Increases the Expression of Orai2 and Decreases the Proliferation Rates of BMECs.

To confirm our earlier RNA-Seq findings indicating an upregulation of Orai2 expression levels following x-ray exposure, we used qPCR and western blotting. As shown in (Figures 7A,B), the mRNA expression levels of Orai2 significantly increased over time in BMECs receiving either dose, consistent with the RNA-Seq results. The protein levels of Orai2 were also significantly increased over time either after exposure of 5 Gy or 20 Gy x-ray, this trend was consistent with that of Orai2 on the mRNA level (Figures 7C–F). Additionally, when the cells were exposed with either 5 Gy or 20 Gy x-ray and continuing cultured for either 12 h or 24 h, the cell proliferation rates were lower than that of control group which was not treated by irradiation in the dose- and time-dependent manner (Supplementary Figure S3). This finding provides supporting evidence for an association between Orai2 and SOCE and cellular injury following x-ray exposure.

**FIGURE 7:**
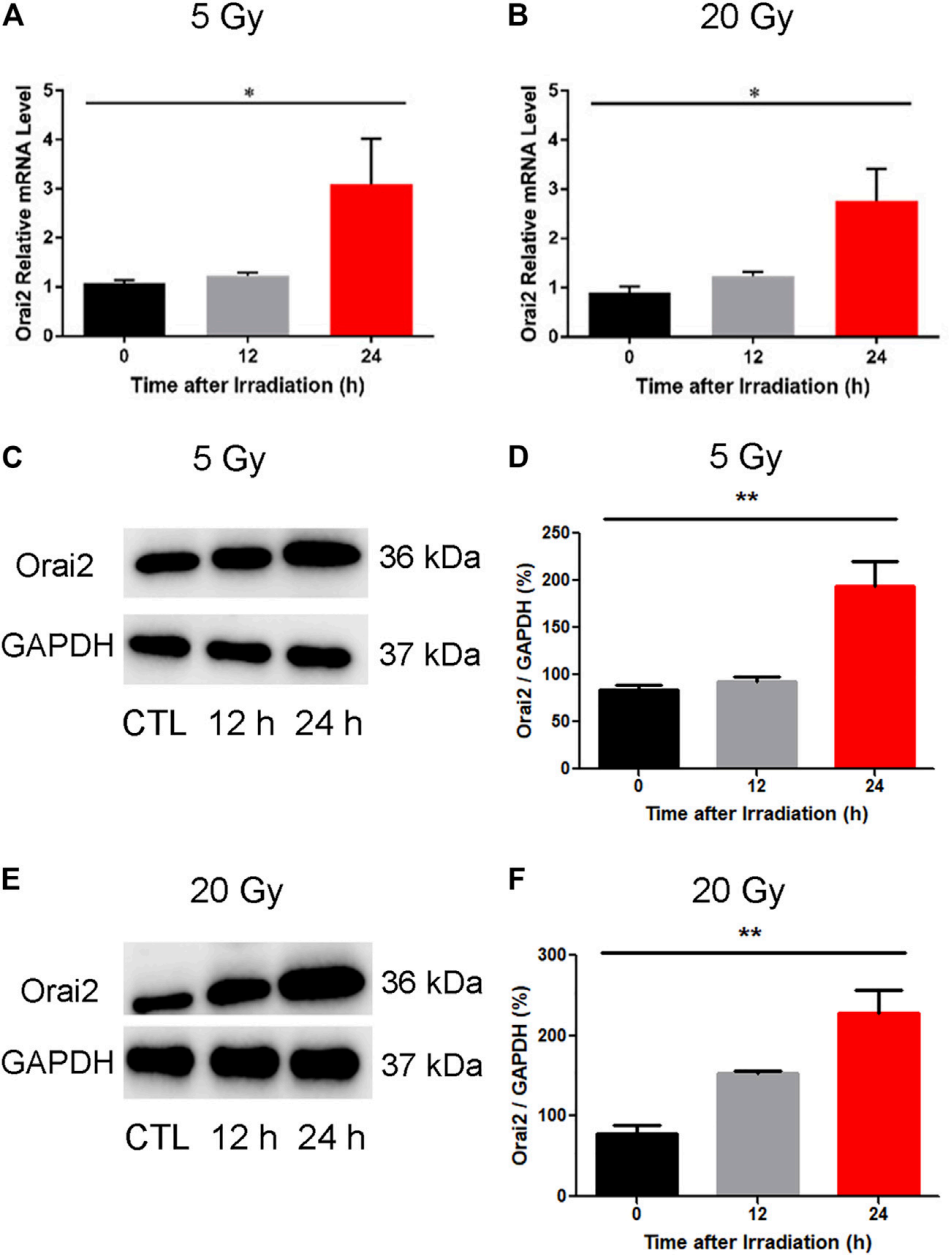
Effect of x-ray exposure on the expression of Orai2 on the mRNA and the protein levels. **(A–B)** Orai2 mRNA expression levels in irradiated BMECs relative to controls are significantly increased 24 h after 5 Gy **(A)** or 20 Gy **(B)**. Data are shown as the mean ± SEM (*n* = 3–6). *p < 0.05 *vs*. the control group. **(C–F)** Effect of x-ray exposure on Orai2 expression in brain microvascular endothelial cells. Representative images **(C, E)** and summary data **(D, F)** showing Orai2 expression in the cells exposed with 5 Gy or 20 Gy x-ray and continuing cultured for 12 h or 24 h. The control group were not irradiated. GAPDH was loading as a control. Data are shown as the mean ± SEM (*n* = 4). *p < 0.05, **p < 0.01 *vs*. the control group.

## Discussion

Although radiotherapy is used for treating primary intracranial tumors and metastases, the brain is still the major dose-limiting organ owing to the complications of radiation-induced brain injury (Balentova and Adamkov, 2015; Yang et al., 2017). Investigating the dose-dependent pathophysiological development of such brain injury is essential for the management of radiotherapy and the discovery of drug targets to relieve damage. Endothelial cell dysfunction plays a critical role in the pathogenesis of radiation-induced brain injury. Specifically, radiation induces endothelial cell apoptosis, increases vascular permeability, and disrupts the blood-brain barrier (Li et al., 2004; Brown et al., 2005; Jin et al., 2014). However, how the underlying mechanisms of endothelial dysfunction and endothelial function change over time and with dose of radiation remain unclear. We previously investigated the effect of a delivered x-ray dose of 20 Gy on transcript expression in BMECs by using high-throughput sequencing (Wu et al., 2020), a powerful tool for revealing changed genetic patterns and potential therapeutic targets of disease (Ma et al., 2010; Azorsa et al., 2016). The present study followed up on that work and further explored transcript expression alterations with two doses (5 Gy or 20 Gy) and times (12 h or 24 h) following x-ray exposure. High-throughput sequencing results indicated that the number of DEGs after 20 Gy was significantly increased 24 h after the exposure compared with 12 h after exposure at the same dose. The higher dose of radiation caused more DEGs than the lower dose 24 h after exposure. We found 40 DEGs common to both doses and times after exposure and grouped them into six expression changing patterns. GO and KEGG pathway enrichment analyses showed the pathways in which the 40 DEGs were involved. 

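In the sequencing data, the FPKM of Orai2 did not differ detectably between the doses. The log2 change from 5 Gy to 20 Gy was 0.01 at 12 h (exact permutation p = 0.7) and 0.06 at 24 h (exact permutation p = 0.8), each with 3 libraries per dose.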

Our results from both RNA-Seq and qPCR analyses also indicated that *Orai2* was upregulated with exposure to either dose and remained upregulated for at least 24 h. Moreover, western blotting results showed that Orai2 expression levels were significantly increased over time either after exposure of 5 Gy or 20 Gy x-ray. Our [Ca^2+^]_i_ assay results suggested that x-ray exposure induced an enhancement of SOCE in a time-dependent manner, and the increase could be inhibited by btp-2, a non-selective inhibitor of Orai. This is, to our knowledge, the first report on how the dose and time following exposure to x-rays influence the genetic profile, including changes in mRNA *Orai2* expression, and alter SOCE in BMECs.

Many studies have previously shown that endothelial cell apoptosis is involved in radiation-induced brain injury (Peña et al., 2000; Li et al., 2004). Among the 40 DEGs determined by high-throughput sequencing in the present study, we found several that regulate cell apoptosis. Bok is a member of the Bcl-2 family, which is an important antiapoptotic factor in BMECs (Ueda et al., 2005). Previous studies have reported that Bcl-2 expression is significantly decreased in BMECs during oxygen glucose deprivation–induced injury and ischemia-reperfusion injury (Yang et al., 2012; Chen et al., 2018). 

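Bok lies on the forward strand of chromosome 9 from 100829552 to 100840504, with 2 annotated transcripts. Its summed FPKM was 20.2 ± 3.64 (SD, n = 3) in the control group. At 12 h it was 9.54 ± 1.95 (n = 3) after 5 Gy and 12.9 ± 2.67 (n = 3) after 20 Gy, and at 24 h it was 5.19 ± 0.314 (n = 3) and 5.04 ± 1.44 (n = 3). The log2 fold change against the control group was -1.01 at 12 h (limma adjusted p = 0.00386) and -1.77 at 24 h (limma adjusted p = 7.9e-06) after 5 Gy. After 20 Gy, it was -0.62 at 12 h (limma adjusted p = 0.0527) and -1.83 at 24 h (limma adjusted p = 6.2e-06). The change 12 h after 20 Gy missed the threshold, although every exposed library lay below every control library. It passed after quantile normalization (limma adjusted p = 0.0413), without the second exposed library (-0.77, limma adjusted p = 0.0385) or without the third control library (-0.76, limma adjusted p = 0.0404). The other 4 of the 6 fits that left out 1 library did not call it, with a value of -0.50 without the first exposed library (limma adjusted p = 0.163) and the largest p without the second control library (limma adjusted p = 0.173). The transcript of Bok with the highest FPKM fell by 0.79 on the log2 scale 12 h after 5 Gy (limma adjusted p = 0.0898). This missed the threshold. By single transcripts, Bok had a transcript called in each comparison with the control group, 12 h after 20 Gy included.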

Our sequencing results showed that Bok was downregulated in BMECs exposed to x-rays; such downregulation may promote endothelial cell apoptosis. By contrast, Fas, which encodes the Fas cell surface death receptor, was upregulated. 

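Fas lies on the forward strand of chromosome 1 from 252589785 to 252624790. Its FPKM was 6.50 ± 0.628 (SD, n = 3) in the control group. The log2 fold change against the control group was 1.41 at 12 h (limma adjusted p = 8.7e-07) and 2.64 at 24 h (limma adjusted p = 2.4e-10) after 5 Gy. It was 1.42 at 12 h (limma adjusted p = 5.3e-07) and 2.54 at 24 h (limma adjusted p = 3.1e-10) after 20 Gy. Every exposed library was above every control library.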

Fas plays a key role in the positive regulation of programmed cell death. It has been reported that Fas mediated the apoptotic response of mouse testis cells to ionizing radiation (Embree-Ku et al., 2002). 

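The FPKM of Fas 12 h after exposure was 18.9 ± 2.16 (SD, n = 3) at 5 Gy and 18.99 ± 0.887 (n = 3) at 20 Gy. At 24 h it was 45.5 ± 1.37 (n = 3) and 42.7 ± 1.50 (n = 3). From 12 h to 24 h, Fas rose by a log2 value of 1.23 at 5 Gy (limma adjusted p = 1.8e-07) and 1.13 at 20 Gy (limma adjusted p = 3.8e-07). On this scale, the rise from the control group to 12 h was larger than the rise from 12 h to 24 h at each dose, while in FPKM the second rise was the larger.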

As shown in Table 2, the expression of Fas appeared in the “Cluster two″ pattern, which continued to increase for 24 h after x-ray exposure, for both the 5 Gy and the 20 Gy dose. These results provide supporting evidence that Fas upregulation may enhance cell apoptosis after radiation. However, further study is warranted to verify these changes and our speculation.

Irradiation induces an increase in brain vascular permeability (Yuan et al., 2003; Yuan et al., 2006). In the present study, we found changes in genes related to the regulation of vascular permeability, including atypical chemokine receptor 3 (*Ackr3*) and frizzled family receptor 7 (*Fzd7*). *Ackr3* encodes a member of the G protein–coupled receptor family. Ackr3 is considered a scavenger of the CXC chemokine CXCL12, which prevents leukocytes from entering the microvasculature of the brain; thus, upregulation of Ackr3 promotes blood-brain barrier impairment and inflammatory brain injury (Cruz-Orengo et al., 2011; Silwedel et al., 2018). 

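Ackr3 lies on the forward strand of chromosome 9 from 97355924 to 97367445. Its FPKM was 6.24 ± 0.419 (SD, n = 3) in the control group. At 12 h it was 11.4 ± 3.18 (n = 3) after 5 Gy and 11.2 ± 2.70 (n = 3) after 20 Gy, and at 24 h it was 35.6 ± 1.27 (n = 3) and 43.1 ± 2.62 (n = 3). The log2 fold change at 24 h was 2.34 after 5 Gy (limma adjusted p = 2.1e-07) and 2.61 after 20 Gy (limma adjusted p = 8.6e-08). At 12 h it was 0.74 after 5 Gy (limma adjusted p = 0.00972) and 0.73 after 20 Gy (limma adjusted p = 0.0123). The value for 5 Gy was 0.54 without the third exposed library, and the value for 20 Gy lost the threshold without the second (0.65) or the third exposed library (0.61). The annotated transcript alone missed the threshold at 12 h (limma adjusted p = 0.0655 and 0.0629).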

Our results showed that *Ackr3* was upregulated in BMECs exposed to x-rays. By contrast, *Fzd7* was significantly downregulated. 

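Fzd7 has a single exon on the forward strand of chromosome 9 from 66305731 to 66308550, and 3 transcripts were assembled at its locus. The summed FPKM was 57.4 ± 8.45 (SD, n = 3) in the control group. Against it, the log2 fold change was -2.19 at 12 h (limma adjusted p = 2.0e-06) and -1.56 at 24 h (limma adjusted p = 2.4e-06) after 5 Gy. It was -2.24 at 12 h (limma adjusted p = 1.6e-06) and -2.07 at 24 h (limma adjusted p = 2.3e-07) after 20 Gy. The annotated transcript changed by -5.52 to -5.47 on the log2 scale in the 4 comparisons. The other transcripts of the locus, which were assembled without a name, rose by 0.91 24 h after 20 Gy.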

The expression pattern of *Fzd7* was in “Cluster 4,” which continues to decrease for a least 24 h after x-ray exposure, in both the 5 Gy and the 20 Gy group*. 

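The summed FPKM of Fzd7 was 11.7 ± 1.19 (SD, n = 3) 12 h and 18.9 ± 3.45 (n = 3) 24 h after 5 Gy, and 11.3 ± 1.67 (n = 3) 12 h and 12.9 ± 1.79 (n = 3) 24 h after 20 Gy. From 12 h to 24 h, the log2 change was 0.63 at 5 Gy (limma adjusted p = 0.00369) and 0.17 at 20 Gy (limma adjusted p = 0.365). Leaving out 1 library lowered the value at 5 Gy to as little as 0.50, below the fold limit. The annotated transcript changed by -0.03 at 5 Gy and -0.04 at 20 Gy from 12 h to 24 h. Its mean over the exposed libraries was 0.147 FPKM, so near 0 that these values cannot show a further fall.

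**Figure D1:**
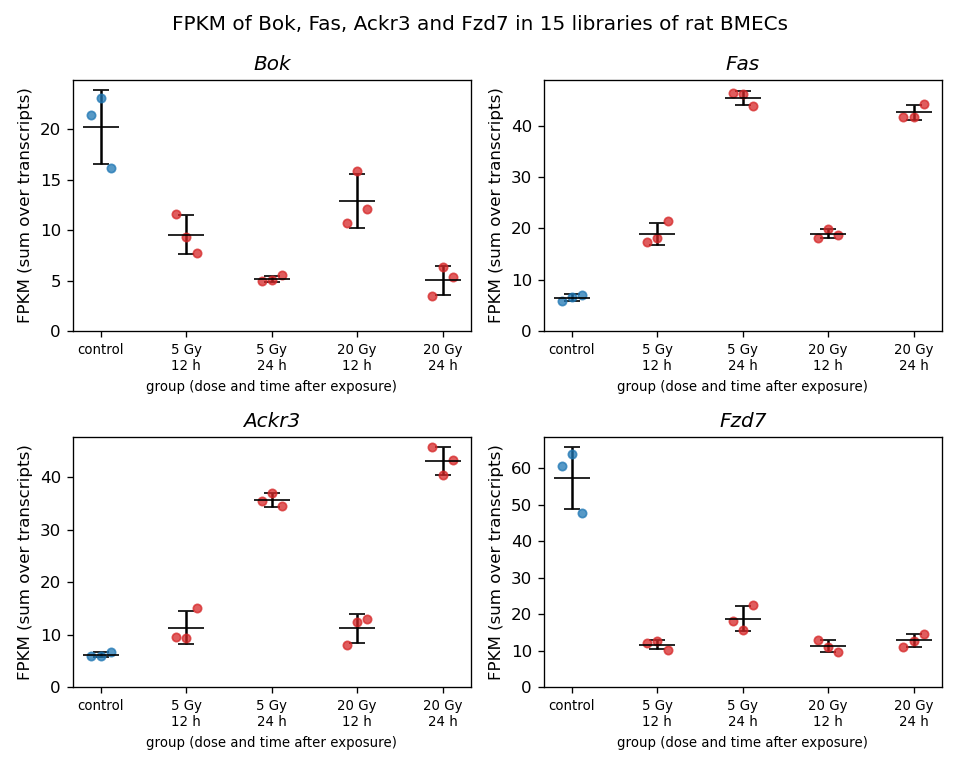
FPKM of Bok, Fas, Ackr3 and Fzd7 (y axis, linear from 0) in the 15 libraries by group (x axis), with points for libraries, horizontal lines for means and bars for the SD (n = 3). Every library exposed to 5 Gy or 20 Gy lay below the controls for Bok and Fzd7 and above the controls for Fas and Ackr3.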

Fzd7* encodes frizzled7, a receptor for Wnt proteins. Inhibition or deletion of frizzled7 induces elevated permeability of cells and vessels by regulating the Wnt canonical signaling pathway (Ferreira Tojais et al., 2014). Thus, our findings provide evidence supporting the importance of *Fzd7* in the development of radiation-induced brain injury. We speculate that the changes in *Ackr3* and *Fzd7* together cause an increase in endothelial permeability. However, further experimental study will be needed to confirm these changes and potential effects.

A series of prior studies has shown that Ca^2+^ influx or even the accumulation of Ca^2+^ significantly increases vascular permeability and cell apoptosis (Jho et al., 2005; Pinton et al., 2008; Bates, 2010). Radiation induces an increase in [Ca^2+^]_i_, with a dose-dependent increase in some types of cells (Decrock et al., 1864; Liu et al.eng, 2017; Bo et al., 2020). Among the many factors that modulate Ca^2+^influx, Orai2 is an important protein, playing a key role in SOCE (Scremin et al., 2020). Our results showed that *Orai2* is upregulated in a time-dependent manner, increasing 12 h after x-ray exposure and increasing further after 24 h, consistent with the observed time-dependent increase in SOCE. It has been reported that the expression level of Orai2 is significantly increased in pulmonary arterial smooth muscle cells from patients with idiopathic pulmonary arterial hypertension (Fernandez et al., 2015). Enhanced expression of the *Orai2* transcript has also been found in endothelial cells of lung explants obtained from patients with idiopathic pulmonary arterial hypertension (Saygin et al., 2020). In addition, overexpression of Orai2 is responsible for enhanced SOCE in endothelial progenitor cells and pulmonary artery smooth muscle cells, whereas silencing Orai2 significantly attenuates thapsigargin-induced SOCE in the acute myeloid leukemia cell line HL60 (Diez-Bello et al., 1864; Fernandez et al., 2015; Dragoni et al., 2014; Chen et al., 2017). On the basis of such previous study results, we speculate that the upregulation of *Orai2* contributes to the increase in the magnitude of Ca^2+^ entry via SOCE, leading to increased [Ca^2+^]_i_. To test this hypothesis, we used btp-2 to block Orai2 activity. Our results indicated that the enhancement of SOCE induced by x-ray exposure were significantly inhibited by btp-2. Therefore, Orai2 was responsible for the change in SOCE. As to the injury of BMECs induced by the irradiation, we observed the effect of x-ray exposure on proliferation of BMECs by cell counting kit-8 assay (Supplementary Figure S3). When the cells were exposed with either 5 Gy or 20 Gy x-ray and continuing cultured for either 12 h or 24 h, the cell proliferation rates were lower than that of control group which was not treated by irradiation in the dose- and time-dependent manner. Therefore, the result shows that x-ray injury could directly inhibit the growth of BMECs. Moreover, according to the functional and KEGG pathway enrichment analysis of DEGs from the sequencing data, we can also indicate the changed gene transcripts primarily enrich in the biological pathways relating to regulation of autophagy, neuron death, apoptotic process. The above evidence all could support the x-ray induced injury of BMECs. Evidences indicate that intracellular Ca^2+^ signaling is critical to promote the endothelial repair, among which SOCE most probably therapeutically induce the regrowth of wounded vessels by spur endothelial progenitor cells homing (Moccia et al., 2014). These imply that Orai2-mediated Ca^2+^ influx enhancement somehow may take part in the developmental injury of BMECs induced by x-ray.

In addition to the upregulation observed in the expression of the *Orai2* transcript, the Ca^2+^ signaling pathway appeared in our results of the KEGG pathway enrichment analysis for the 40 DEGs common to all x-ray–exposed groups in the present study. Besides the Ca^2+^ signaling pathway, the results of the top 20 pathways enriched for these 40 DEGs also included the MAPK signaling pathway, PI3K-Akt signaling pathway, and HIF-1 signaling pathway. Previous studies have shown that radiation induces MAPK pathway activation, which in turn causes inflammatory and apoptotic responses (Nagaraja and Nagarajan, 2018; Mantawy et al., 2019). Rutin protected against radiation-induced neurotoxicity via regulation of PI3K-Akt signaling pathway (Thabet and Moustafa, 2018). Mounting evidence has shown that HIF-1 inhibition enhances the effect of radiotherapy and decreases the development of radiation-induced necrosis (Meng et al., 2018; Yang et al., 2018). In addition, results from our GO functional enrichment analysis indicated that the 40 DEGs were enriched, among other relevant processes, in the regulation of apoptosis, angiogenesis, and neuron death.

## Conclusion

In summary, our findings showed that x-ray exposure induced changes in levels of transcript expression in BMECs, with alterations in some transcripts dose- or time-dependent. We found that the 40 DEGs common to the two doses and times following exposure were enriched in the regulation of the Ca^2+^signaling pathway, apoptosis, and angiogenesis as well as other processes. Among these DEGs, *Orai2* may play a pivotal role in radiation-induced brain injury. We speculate that the observed upregulation in the level of Orai2 expression and the observed enhancement in SOCE lead to intracellular Ca^2+^ accumulation, which eventually contributes to radiation-induced brain injury. These results provide evidence for a potential molecular mechanism underlying radiation-induced brain injury and may shed new light on approaches to mitigate or prevent such injury.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE166073.

How the deposited data were processed for this re-analysis (not part of the article)

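The data are RNA sequencing libraries of cultured rat cells, which the paper describes as brain microvascular endothelial cells. There were 3 libraries each of unexposed control cells and of cells collected 12 h or 24 h after an x-ray dose of 5 Gy or 20 Gy. The authors mapped the reads with HISAT2, assembled transcripts with StringTie on Rnor_6.0 and deposited 1 table of FPKM values per transcript. It was used as deposited, without rescaling between libraries. The paper also names Kallisto counts and a negative binomial test by the authors, and counts were not analysed here.

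The table held 85322 transcripts in 40272 loci, with 28906 gene names and 909 loci with several names. For each gene, the FPKM of its transcripts were summed, which gave 37367 genes and left 4738 transcripts unassigned. Library depth was recovered from the steps between low FPKM values, as described with the groups, and 5.44 to 7.49 gigabases were aligned per library.

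Transcripts and gene sums with a mean FPKM of at least 0.5 over the 15 libraries were tested on log2(FPKM + 1) in R 4.3.3 with limma 3.58.1. The model had 1 mean per group, 10 residual degrees of freedom and a variance prior with a trend on the mean. Each exposed group was compared with the control group, the 2 times within a dose, the 2 doses within a time, all exposed groups together with the control group, and the change over time between the doses. A call needed a Benjamini-Hochberg adjusted p (two-sided) under 0.05 and a fold change of at least 1.5. Single genes, overall expression and the slope of Orai2 over time were also tested with two-sided exact permutations.

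The pipeline was tested on simulated data for 41932 transcripts, of which 200 were changed. It called 49.5% of the changed transcripts with the right sign, 65% of those changed by 2 on the log2 scale and 34% of those changed by 1. None was called with the wrong sign, and 3 unchanged transcripts were called.

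Genes named in the text follow a rule. They are the genes the paper names, the genes of store-operated calcium entry, and for each comparison the 3 transcripts with the largest rise and the 3 with the largest fall. These transcripts had to pass the threshold, have a mean FPKM of at least 5, and have groups that do not overlap. Members of a reported gene list are also named. The lists covered p53 targets, the cell cycle, immediate early genes, store-operated calcium entry, inflammation, interferon response, sex, and markers of endothelial cells, pericytes, fibroblasts, astrocytes, neurons, oligodendrocytes and microglia. All but the microglia list, a total of 13, were tested with camera (inter-gene correlation 0.01) and fry in limma. A heat shock list was added after the values were seen.

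The tests, the rule for named genes, the first lists and the alternatives were chosen before the data were examined. The alternatives were a pseudocount of 0.1, no filter or a mean FPKM of at least 1, quantile normalization, rescaling to TPM, fits of only the 2 groups compared, a variance prior without the trend, and the replicate number as a block. Further ones were unadjusted p, a fold change of at least 2, fold changes from group means of FPKM, sums per gene, the transcript with the highest mean FPKM, fry, and leaving out each library in turn. Other settings were added after the values were seen. RF00026 and RF00560 were left out of the counts of Table 1 and Table 2 genes by gene sums, as families with many copies. Some results for single genes are not reported here. Enrichment of GO terms and KEGG pathways, and the qPCR, calcium imaging, protein and proliferation results were not analysed here.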

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

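Apart from the counts over other splits of the libraries, the tests of technical explanations in this part were chosen only after the results were seen. All p-values from limma are adjusted and two-sided.

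The change from 12 h to 24 h differed between the doses for 119 transcripts in a test of the difference itself. Of 100 regroupings of the 12 exposed libraries, the real one included, 1 gave as many transcripts, but these regroupings mix the times and decide nothing. When the doses were regrouped within each time, a test added after the results were seen, 8 of 100 regroupings, the real one included, gave as many, with 157 in the largest, so random assignment of the doses within a time is not excluded. Without the third 24 h library exposed to 20 Gy, the number was 231. Technical causes beyond this were not tested, and a difference between the doses in biology stays open.

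Some genes moved in opposite directions at 12 h and 24 h against the control group, and the change between these times was tested. From 12 h to 24 h, the log2 change at 5 Gy was 5.75 for Fos, 6.31 for Nr4a1, 2.01 for Hmox1 and -2.50 for Lbh. At 20 Gy, it was 5.38 for Fos, 6.67 for Nr4a1, 1.92 for Hmox1 and -3.24 for Lbh. Fos, Nr4a1 and Hmox1 kept their calls against the control group in each fit that left out 1 library. These genes were picked for their opposite directions, so a single library as the cause was tested on the list of 18 immediate early genes written before the test. With each library left out in turn, the median log2 change of the list against the control group came no nearer to 0 than -0.89 at 12 h and 1.69 at 24 h after 5 Gy and 2.70 at 24 h after 20 Gy, which argues against a single library there. At 12 h after 20 Gy it came to -0.52, under 1.5 times, so a single library is not excluded there. The list did not move as one at 24 h, where 11 of its genes were called higher and 5 lower after each dose. At 12 h, Lbh lost its call in 4 of 6 fits that left out 1 library at 5 Gy and in 5 of 6 at 20 Gy, with values down to 0.48 and 0.64. At 24 h, handling at harvest or the age of the culture cannot be told apart from radiation, since no unexposed 24 h culture was analysed. For the 12 h groups, the labels give the controls the same culture time, but the paper plots the controls at 0 h. Neither cause was tested at 12 h. Between 20 Gy and 5 Gy at 24 h, 2 immediate early genes passed the threshold. Of the 18 genes, 13 were higher after 20 Gy and 5 lower (camera adjusted p = 0.000257, fry adjusted p = 0.00307). A difference between the doses cannot tell handling at harvest from radiation, so handling stays open.

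The p53 targets and the cell cycle genes changed as lists. The median log2 change of 21 p53 target genes against the control group was 1.33 at 12 h and 1.96 at 24 h after 5 Gy, and 1.42 and 1.82 after 20 Gy. Of the p53 targets in the list, 4 are also in Table 1, which the study picked from these libraries, and the paper discusses Fas, one of them. The median of 27 cell cycle genes was -1.19 at 12 h and -2.76 at 24 h after 5 Gy, and -0.80 and -2.05 after 20 Gy. Among the targets, 14, 16, 15 and 15 genes were called higher in these comparisons, and 24, 26, 14 and 26 cell cycle genes were called lower. The median of all genes moved 24 h after 5 Gy from -0.05 to 0.06 when libraries were rescaled to TPM, which is small against these medians. The 24 h values cannot be told apart from the age of the culture, and apart from this scaling no technical explanation was tested for these lists.

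Orai3 was lower at 24 h, by a log2 change of -1.001 after 5 Gy (limma adjusted p = 0.00589) and -1.08 after 20 Gy (limma adjusted p = 0.00375). Stim2 was higher, by 0.91 (limma adjusted p = 0.000212) and 0.75 (limma adjusted p = 0.00101). In each of these comparisons the 3 exposed libraries lay on one side of the 3 controls. Stim1 was lower 24 h after 20 Gy (-0.61, limma adjusted p = 0.0205), lost its call in 3 of the 6 fits that left out 1 library, with values up to -0.49, and its transcript with the highest mean FPKM changed by 0.86. The paper does not report the transcripts of these genes. No explanation was tested for them, and the age of the culture stays open.

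Heat shock genes, a list chosen after its values were seen, rose at 24 h by a median log2 change of 1.67 after 5 Gy and 3.19 after 20 Gy. All 14 genes had their 6 libraries at 24 h above all controls, which argues against a single library as the cause. Outside Hspa1b, LOC108348108 and Hspa1l, 9 genes were called higher in both 24 h groups, which argues against reads shared between near-identical copies as the whole cause. At 24 h, 10 of the genes were called higher after 20 Gy than after 5 Gy (median 1.32). The median at 12 h after 20 Gy was 0.0321, with 0 genes called and 5 at an unadjusted p under 0.05, 3 higher and 2 lower. At 12 h after 5 Gy it was -0.0349, with 0 genes called higher and 1 called lower. Heat or another stress of the cultures at 24 h cannot be told apart from radiation, since the design has no unexposed 24 h culture.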

How the results depend on the processing

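The settings with a variance filter were chosen after seeing the data, from a search over 210 settings, because their counts came close to the paper's.

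A fold change of at least 2 lowered counts of calls by its own construction. It gave 1089, 6600, 865 and 6696 transcripts against the control group (5 Gy 12 h, 5 Gy 24 h, 20 Gy 12 h, 20 Gy 24 h), 5101 and 5327 between 12 h and 24 h at 5 Gy and 20 Gy, 2706 for all exposed groups and 362 in all 4 comparisons. An unadjusted p raised counts by its own construction, to 4985 and 4648 at 12 h (5 Gy, 20 Gy), 1741 and 3186 between the doses (12 h, 24 h), 3534 for the change over time between the doses and 1605 in all 4 comparisons.

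Fits of only the 2 groups compared have fewer samples. They gave 992 and 943 transcripts at 12 h (5 Gy, 20 Gy), 63 and 93 between the doses (12 h, 24 h) and 230 in all 4 comparisons. Without moderation and with an unadjusted p, these fits gave 3740 and 3459 at 12 h and 907 and 1891 between the doses. The 14 transcripts between the doses at 12 h became 25 with no filter, 22 with a pseudocount of 0.1 and 22 genes as sums per gene. The cause was not tested. Rescaling to TPM divided the transcripts called in all 4 comparisons into 317 higher and 312 lower in place of 218 and 428. It divided the calls between the doses at 12 h into 11 and 9 in place of 6 and 8. Against the control group, it gave 969 higher and 790 lower at 12 h and 6020 and 4515 at 24 h after 5 Gy. After 20 Gy, it gave 876 and 597 at 12 h and 4938 and 5487 at 24 h.

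With a variance filter, an unadjusted p and a library covariate, the counts of genes were 730, 634, 667 and 2157 against the control group and 39 in all 4 comparisons. Without the covariate, they were 736, 2611, 672 and 2401, and 240 in all 4.

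The direction of overall expression reversed for transcripts with a mean FPKM of at least 0.5, to 0.02 at 12 h after 5 Gy (0.0194), to 0.01 at 12 h after 20 Gy (0.0140) and to -0.01 at 24 h after 20 Gy (-0.00693). The lowest correlation between replicates was 0.791 with this filter. The cause was not tested. The change of Stim2 12 h after 20 Gy, which was not called, ran from -0.055 to 0.17 across fits that left out 1 library. It reversed to -0.055 without the third control library and to -0.013 without the third exposed library.

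With fry in place of camera, 54 of 104 tests of lists had an adjusted p under 0.05 in place of 30, and 28 had it in both.

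Across fits that each left out 1 library, counts against the control group ran from 1230 to 1500 (5 Gy 12 h), 8637 to 8977 (5 Gy 24 h), 994 to 1255 (20 Gy 12 h) and 8667 to 9644 (20 Gy 24 h). They ran from 7034 to 7481 and 7151 to 8266 between the times (5 Gy, 20 Gy), 23 to 51 and 361 to 580 between the doses (12 h, 24 h), 90 to 231 for the change over time between the doses, 4299 to 5767 for all exposed groups and 476 to 676 in all 4 comparisons. The log2 fold change of Orai2 ran from 0.54 to 0.68 and 0.55 to 0.69 at 12 h (5 Gy, 20 Gy), and from 0.68 to 0.73 and 0.69 to 0.82 at 24 h. Its slope ran from 0.0269 to 0.0319 at 5 Gy and 0.0293 to 0.0356 at 20 Gy. The 12 h values missed the fold limit without the third exposed library.

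The libraries share only replicate numbers. Over 30 pairs with the same number, the deviations from the group means correlated at -0.0417 to 0.0618. With the replicate number as a replicate block, the counts against the control group were 1546, 9780, 1269 and 9814.

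For the other named genes, 184 values kept their direction and their side of the threshold under the other alternatives, 7 became weaker and 1 stronger. With 1 library left out, 272 kept both, 12 became weaker, 2 stronger and 2 reversed.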

Differences from the paper's values

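The paper gives 428 upregulated and 301 downregulated transcripts 12 h after 5 Gy, and 874 and 940 were called here. Of the alternatives set before the data were examined, fits of only the 2 groups (460) and a fold change of at least 2 (457) fell within 1.5 times of the paper's upregulated count, as did 4 of the 6 fits that left out 1 library (571 to 623), the others did not, and no such alternative closed the gap for the downregulated count. At 24 h, the paper gives 375 and 260, and 5069 and 5017 were called here. No alternative set before the data were examined closed either gap. For 20 Gy at 12 h, the paper gives 452 and 215, and 807 and 744 were called here. A mean FPKM of at least 1 (646), fits of only the 2 groups (529), a fold change of at least 2 (394) and the replicate number as a block (662) closed the gap for the upregulated count, as did each of the 6 fits that left out 1 library (508 to 615), the others did not, and none closed it for the downregulated count. At 24 h after 20 Gy, the paper gives 1052 and 1102, and 4456 and 5693 were called here, with no alternative set before the data were examined closing either gap.

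The totals against the control group are 729, 635, 667 and 2154 in the paper (5 Gy 12 h, 5 Gy 24 h, 20 Gy 12 h, 20 Gy 24 h) and 1814, 10086, 1551 and 10149 here. Fits of only the 2 groups (992 and 943) and a fold change of at least 2 (1089 and 865) closed the gap at 12 h for 5 Gy and 20 Gy, as did leaving out the third exposed library for 20 Gy (994), and no other alternative set before the data were examined did. None closed it at 24 h. In all 4 comparisons, the paper gives 40 and 694 were called here, and none of those alternatives closed the gap.

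A setting chosen after seeing the values, and only because its counts came close to the paper's, was also run. It used least squares on the 2 groups with the sum of the log2 values under each library's upper quartile as a covariate, transcripts with a variance over 1, an unadjusted p under 0.05, a fold of at least 1.5 or at most 0.5, and annotated genes counted once. It gave 436 up and 300 down, 460 and 212, and 1088 and 1084 genes for 12 h after 5 Gy and for 12 h and 24 h after 20 Gy. For 24 h after 5 Gy it gave 376 up, and the number down was within 1.5 times of the paper's as well. Its totals were 730, 634, 667 and 2157, with 39 genes in all 4 comparisons. All 39 are in Table 1, RF00026 and RF00560 among them. Without the covariate, also chosen after seeing the values, the counts were 440 and 304 at 12 h after 5 Gy, 453 and 227 at 12 h after 20 Gy, and 1247 and 1174 at 24 h after 20 Gy, within 1.5 times of the paper's, and 1480 and 1155 at 24 h after 5 Gy, which are not. The setting came from a search over 210 settings (10 combinations of covariate and filter, 7 pairs of fold limits, 3 units of counting), all chosen after seeing the values. In 4 of them, all with the covariate, a variance over 1 and these fold limits, the 8 counts up and down were all within 1.5 times of the paper's. They filtered over the 2 groups or the 15 libraries and counted genes or annotated transcripts. In 2 of them the counts were within 1.1 times, and in the closest the largest ratio was 1.03. For single counts, 64 and 46 of the settings (up and down 12 h after 5 Gy), 28 and 28 (24 h after 5 Gy), 77 and 44 (12 h after 20 Gy) and 109 and 59 (24 h after 20 Gy) came within 1.5 times. With adjusted p-values, this setting called 84, 0, 99 and 904 genes, the 0 against 634 at the unadjusted p.

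The values of Table 1 are described in the paper as log fold changes. Read as linear fold changes 24 h after 20 Gy, 28 of 38 were within 1.5 times of the value here, and 1 was when read as log2. On the linear scale, the paper's value and the value here were 0.207 and 0.735 for Atp5pb, 2.29 and 1.02 for Puf60, and 0.0980 and 0.415 for Sgk1. The transcript with the highest mean FPKM, a pseudocount of 0.1 and quantile normalization, the alternatives run for these values, did not close the gap. They were 2.84 and 1.45 for Cyp2t1, 0.0210 and 0.238 for Fzd7, 2.12 and 1.07 for Hint3, 3.67 and 0.476 for Tfap2b, and 6.58 and 2.14 for Zfp263. For these 5 genes, the transcript with the highest mean FPKM closed the gap (2.43, 0.0218, 1.92, 3.16 and 6.64), and a pseudocount of 0.1 and quantile normalization did not. For Edn1, they were 4.91 and 2.94, and a pseudocount of 0.1 closed the gap (3.48), while the top transcript and quantile normalization did not. In the covariate setting, which was chosen after seeing the values, each of the 38 genes had a transcript whose linear fold lay within 0.1% of the paper's, among them Atp5pb (0.207), Puf60 (2.29) and Sgk1 (0.0980).

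The paper states that more genes changed 24 h after 20 Gy than 24 h after 5 Gy. Here the counts 24 h after 5 Gy and 20 Gy were 10086 and 10149. Of the alternatives set before the data were examined, apart from those that leave out a library, some reversed this order. They were fits of only the 2 groups (9098 and 8321), rescaling to TPM (10535 and 10425), an unadjusted p (13072 and 13042) and sums per gene (7395 and 7219). The fits of only the 2 groups without moderation and with an unadjusted p also reversed it (11110 and 10901). This combination is not named among those alternatives. The paper lists Orai2 among the genes changed in all 4 groups. It was called in all 4 comparisons here, but the covariate setting, chosen after seeing the values, did not call it 24 h after 5 Gy (fold 1.10, below the fold limit).

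The paper describes Orai2 as increasing further from 12 h to 24 h. The change between these times was 0.09 at 5 Gy and 0.13 at 20 Gy on the log2 scale, not past the threshold. The paper describes Fzd7 as falling over time. From 12 h to 24 h, its summed FPKM rose by 0.63 at 5 Gy and changed by 0.17 at 20 Gy on the log2 scale. The value at 5 Gy fell below the fold limit when 1 library was left out. The annotated transcript of Fzd7 stood near 0 in the exposed libraries (mean 0.147 FPKM), so its small change between these times cannot show a further fall. The paper describes Bok as lower after exposure. The change of its summed FPKM 12 h after 20 Gy missed the threshold (-0.62), while quantile normalization called it (-0.62). Leaving out the second exposed library (-0.77) or the third control library (-0.76) called it as well. The other 4 of these 6 fits did not, with values from -0.58 to -0.50. By single transcripts, Bok had a transcript called in each comparison with the control group.

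Table 1 lists Tfap2b as higher after exposure, and its sum was lower 24 h after 20 Gy (fold 0.476). Table 1 lists genes changed in all 4 groups. By gene sums, 27 of 38 were called in all 4 comparisons, and 32 had a transcript called in each. Atp5pb, Cyp2t1, Hint3 and Puf60 were called in no comparison by their sums. Fos, Nr4a1, Hmox1 and Lbh changed direction between 12 h and 24 h. In Table 2, the changes of 25 of 38 genes at 5 Gy and 10 of 38 at 20 Gy matched the rule used here for their pattern, and 29 and 19 on the FPKM scale, an alternative set before the data were examined.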

Other observations

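Apart from the counts over other splits of the libraries, the tests of technical explanations in this part were chosen only after the results were seen.

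For the counts of calls, the 6 libraries of each comparison of 3 with 3 were also divided in the other ways. In 7 comparisons, 1 of the 10 splits gave as many calls as the real one, which was the real one itself. These were the 4 comparisons with the control group, the 2 between the times and 20 Gy against 5 Gy at 24 h. For 20 Gy against 5 Gy at 12 h, 7 of the 10 splits gave as many. With 10 splits the share is never under 0.1. For all exposed groups against the control group and for the calls in all 4 comparisons, 1 of 100 regroupings of the 15 libraries gave as many, the real one included. These regroupings also mix the times.

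More transcripts were called at 24 h than at 12 h at both doses. The median depth 24 h after 5 Gy was 0.991 of that at 12 h, which argues against deeper 24 h libraries as the cause at 5 Gy. At 20 Gy the ratio was 1.12, so depth is not excluded there. After quantile normalization, the smallest ratio of 24 h to 12 h calls was 5.46, which argues against scaling. Across transcripts, the SD of the changes from 12 h to 24 h at 20 Gy was 1.03 times that at 5 Gy. This ratio compares their size only and does not show that they agree, and their correlation was 0.592. Culture time or a library batch cannot be told apart from radiation, because the control group has no 24 h culture.

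Without the covariate of the setting chosen after seeing the values, the counts at 24 h were alike at the doses, and with it they were apart. The covariate correlated with the group at 0.996 for 24 h after 5 Gy (variance inflation 113), 0.643 for 24 h after 20 Gy (1.71), 0.03 for 12 h after 5 Gy and -0.05 for 12 h after 20 Gy. For 24 h after 5 Gy, 4.12 times as many genes were called without it as with it, compared with 1.01, 1.01 and 1.11 times in the other groups. Collinearity of the covariate with the group may therefore account for the lower count 24 h after 5 Gy in that setting.

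Some transcripts of Table 1 genes changed more than the sum of their locus. Of the 29 genes with more than 1 transcript, the other transcripts moved the opposite way in 7, Pla2g16 among them with a change near 0, and in 2 of these, Hint3 and Puf60, the sum moved by less than 1.5 times. The division of reads between overlapping transcripts cannot be told apart from a change in transcript use, since both move the transcripts of a locus apart.

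The share of FPKM on transcripts without a name was 30.3% in the control group, 30.4% at 12 h after each dose, 33.5% at 24 h after 5 Gy and 32.4% at 24 h after 20 Gy. At 5 Gy, the depth ratio of 0.991 argues against depth. At 20 Gy, the depth ratio was 1.12, so depth is not excluded there. From 12 h to 24 h, the single-exon share changed by -0.754 percentage points at 5 Gy and 1.61 at 20 Gy. It counts named transcripts too, such as single-exon Hspa1b, which rose from 14.2 to 4957 FPKM at 20 Gy. The share therefore cannot decide on fragments of unspliced RNA or DNA at either dose.

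Marker genes of endothelial cells were low in the control group, with a median FPKM of 0.191 over 13 genes. The highest value was that of Eng (3.22 ± 5.58, SD, n = 3), whose locus is uncertain, and Pecam1 and Abcb1a were not analysed here. The median of 10 fibroblast genes was 201 FPKM, with Col3a1 at 535, Col1a1 at 516 and Fbln1 at 502. The lists were written before the test. Summed over all transcripts overlapping each of these genes, the mean FPKM over the 15 libraries had a median of 0.211 and was largest for Eng (12.3) and Flt1 (8.30). This argues against values lost when loci were divided into genes for the list as a whole, but not for Eng. Cells of another type in the cultures may account for the fibroblast genes, but cannot be told apart from a change of the cells in culture. Medians in the control group were 0.526 for 11 pericyte genes, 2.07 for 8 astrocyte genes, 0.389 for 12 microglia genes, 0.0173 for 9 neuron genes, 0 for 8 oligodendrocyte genes and 4.27 for 3 sex genes. Single genes of these lists stood above 5 FPKM. They were Anpep (96.7), Pdgfrb (44.5), Tagln (36.0) and Cspg4 (14.7) for pericytes, Gja1 (623), Aldoc (102) and Aldh1l1 (9.52) for astrocytes, Stmn2 (58.7) and Syt1 (6.68) for neurons, Cnp (22.6) for oligodendrocytes and Eif2s3y (10.0) for sex.

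At 20 Gy, genes of Table 2 did not match the rule used here for their pattern. Of the 720 orders of the 6 pattern numbers, the order that matched the most genes matched 23 of 38, compared with 10 as printed. At 5 Gy, the best order matched 27, compared with 25. Because the best of many orders was taken, another order of the numbers may account for the pattern but stays open.

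Over 8 comparisons, camera gave an adjusted p under 0.05 for cell cycle genes in 8 (fry 7), p53 targets in 7 (fry 7), immediate early genes in 8 (fry 8), fibroblast genes in 3 (fry 6), inflammatory genes in 2 (fry 4, 1 of them with both), astrocyte genes in 1 (fry 6) and interferon genes in 1 (fry 5). It gave 0 for the endothelial, neuron, oligodendrocyte, pericyte, sex and store-operated calcium entry lists. For these, fry gave 0, 0, 2, 4, 5 and 0. The tests covered 5 of 15, 3 of 9, 2 of 8, 7 of 11, 2 of 5 and 5 of 5 genes of these lists. At an unadjusted p under 0.05, camera gave 0, 0, 0, 1, 0 and 0 and fry gave 2, 0, 3, 4, 5 and 0. Of the immediate early genes, 3 are in Table 1. The median log2 change of this list against the control group was -0.93 at 12 h and 1.81 at 24 h after 5 Gy, and -0.62 and 2.81 after 20 Gy. At 24 h, 11 genes of the list were called higher and 5 lower after each dose. At 12 h, 0 were called higher and 10 lower after 5 Gy, and 1 and 9 after 20 Gy.

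Among the transcripts named by the rule, Hspa1b rose 24 h after exposure by 6.87 at 5 Gy and 8.76 at 20 Gy on the log2 scale, and Adam8 rose by 4.96 12 h after 20 Gy. Some named transcripts changed while the sum of their gene did not. A transcript of Boc assembled without a name changed by -7.15 12 h after 5 Gy and the sum of Boc by -0.03.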
